# MYC-driven synthesis of Siglec ligands is a glycoimmune checkpoint

**DOI:** 10.1073/pnas.2215376120

**Published:** 2023-03-10

**Authors:** Benjamin A. H. Smith, Anja Deutzmann, Kristina M. Correa, Corleone S. Delaveris, Renumathy Dhanasekaran, Christopher G. Dove, Delaney K. Sullivan, Simon Wisnovsky, Jessica C. Stark, John V. Pluvinage, Srividya Swaminathan, Nicholas M. Riley, Anand Rajan, Ravindra Majeti, Dean W. Felsher, Carolyn R. Bertozzi

**Keywords:** glycosylation, MYC, oncogene, Siglec

## Abstract

The Siglecs (sialic acid-binding immunoglobulin-like lectins) are glycoimmune checkpoint receptors that suppress immune cell activation upon engagement of cognate sialoglycan ligands. The cellular drivers underlying Siglec ligand production on cancer cells are poorly understood. We find the *MYC* oncogene causally regulates Siglec ligand production to enable tumor immune evasion. A combination of glycomics and RNA-sequencing of mouse tumors revealed the *MYC* oncogene controls expression of the sialyltransferase *St6galnac4* and induces a glycan known as disialyl-T. Using in vivo models and primary human leukemias, we find that disialyl-T functions as a “don’t eat me” signal by engaging macrophage Siglec-E in mice or the human ortholog Siglec-7, thereby preventing cancer cell clearance. Combined high expression of *MYC* and *ST6GALNAC4* identifies patients with high-risk cancers and reduced tumor myeloid infiltration. MYC therefore regulates glycosylation to enable tumor immune evasion. We conclude that disialyl-T is a glycoimmune checkpoint ligand. Thus, disialyl-T is a candidate for antibody-based checkpoint blockade, and the disialyl-T synthase ST6GALNAC4 is a potential enzyme target for small molecule-mediated immune therapy.

## Significance

*MYC* is one of the most frequently dysregulated oncogenes in human cancer. We discover that MYC causally regulates glycosylation on the surface of cancer cells, which in turn facilitates immune evasion. Using a conditional transgenic model of MYC-induced tumorigenesis, we find that MYC drives the display of a particular glycan known as disialyl-T on tumor cells. Remarkably, the disialyl-T glycan engages specific Siglec receptors on myeloid cells to inhibit the anticancer immune response, thereby promoting tumor growth in vivo. These data identify a signature of malignant glycosylation on MYC-driven cancers that suggests potential targets for immunotherapy.

The Siglecs are a family of immune modulatory receptors that populate all classes of immune cells (1–4). Of the 14 Siglec family members in humans, nine possess intracellular immunoreceptor tyrosine-based inhibitory motifs (ITIMs) that signal to suppress immune cell activation, analogous to the activity of PD-1 and SIRPα on T cells and macrophages, respectively (3). Reports that Siglecs on macrophages (5–7), NK cells (8–11), and T cells (12, 13) contribute to cancer immune evasion have stimulated interest in targeting Siglecs and their ligands for immune therapy (14).

The tumor-associated sialoglycans that engage Siglec receptors are not well-understood nor are the mechanisms that drive their upregulation in the tumor microenvironment. There is a long history (>60 y) of studies observing increased abundance of sialic acids on cancer cells (15). Likewise, immunohistochemical studies with Siglec-Fc reagents have shown the upregulation of functional Siglec ligands in various cancers (9). However, the molecular structures of glycans that support Siglec binding in tumor microenvironments are largely unknown. Tumor-associated glycan signatures are products of biosynthetic machineries that are presumably altered in cancer. Changes in glycogene expression are widely observed in cancer (16, 17), but a cohesive picture that relates these transcriptomic changes to altered glycosylation of functional relevance is lacking. Furthermore, the mechanisms driving altered glycogene expression have not been addressed. Understanding the biological axis connecting oncogenesis, glycan biosynthesis, and Siglec-mediated immune evasion could reveal new targets for cancer immunotherapy.

We hypothesized that the *MYC* oncogene regulates glycosylation and, in particular, the biosynthesis of sialoglycans. MYC is a transcription factor that is dysregulated in over 70% of human cancers where its overexpression is associated with poor patient outcomes (18–20). MYC is a common oncogenic driver even in tumors where it is not genomically dysregulated or directly overexpressed (21). For example, the epistatic activation of MYC, for instance, via NOTCH1 signaling in T-cell acute lymphoblastic leukemia (T-ALL) is essential to tumorigenesis (22–24). By regulating programs of gene transcription, MYC contributes to various hallmarks of cancer, including cellular proliferation and growth, self-renewal and stemness, cellular metabolism and protein biogenesis, evasion of apoptosis, and genomic instability (25–35). Two earlier studies using fibroblast and colon adenocarcinoma lines found that MYC promotes N-glycan branching (36) and display of the glycan sialyl-Lewis^x^ (37), respectively, although the physiological relevance of these changes was unclear. We recently demonstrated that MYC also contributes to cancer’s escape from immune surveillance by regulating the expression of checkpoint protein ligands (38–40). Therefore, we wondered whether MYC’s program for immune suppression might extend to the synthesis of sialoglycans that engage Siglecs. Here, using a conditional transgenic mouse model of MYC-induced T-ALL that expresses human *MYC* in a tetracycline-dependent manner (EμSRα-*tTA*/tet-O-*MYC*) (41), we asked whether MYC directs altered glycosylation and how this affects the innate antitumor immune response and tumorigenesis (*SI Appendix*, Fig. S1*A*).

## Results

### MYC Drives *St6galnac4* Expression and Promotes Cell Surface Display of the Disialyl-T Glycan Structure.

To assess whether MYC expression affects the abundance of sialoglycans on cancer cells, we used a periodate-aminooxy ligation (42) to quantify sialic acids on the surface of MYC-driven T-ALL cells in the *MYC* on (no doxycycline) and off states (plus doxycycline) (*SI Appendix*, Fig. S1*B*). After 48 h, *MYC* off cells lost over 50% of surface-bound sialic acids relative to cells in the *MYC* on state (Fig. 1*A*). This was not caused by an overall reduction in metabolic activity in the *MYC* off cells, as *MYC* on and off cells had similar quantities of total sialic acid per cell as measured in total cell lysates (*SI Appendix*, Fig. S2 *A*–*C*). Instead, high MYC activity appeared to specifically promote the display of sialoglycans on the cell surface.

**Fig. 1.**
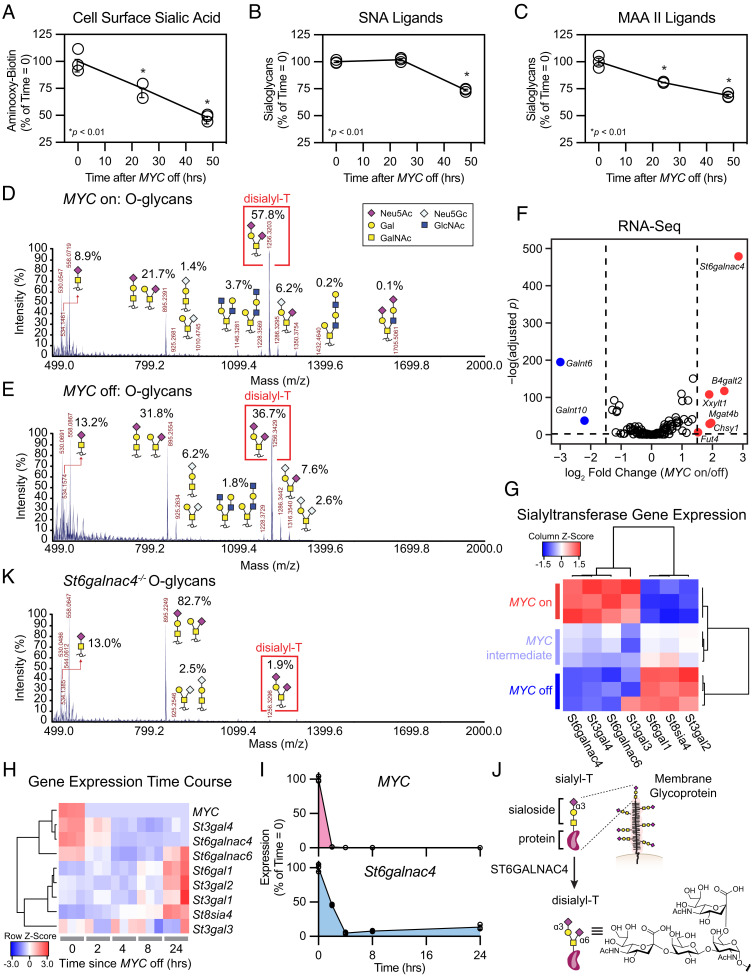
MYC regulated *St6galnac4* promotes display of the glycan disialyl-T. (*A*) Murine T-ALL cell surface sialic acids were quantified at various time points after doxycycline administration to turn off expression of the *MYC* transgene. Sialic acids were detected via oxidation with mild periodate treatment and subsequent labeling with an aminooxy-biotin probe (n = 3 per time point, two-tailed Student’s *t* test comparing each time point to t = 0 h, *P < 0.05, **P < 0.01). Data are normalized to control, mean ± SEM. (*B* and *C*) Sialoglycans were measured at various time points using the lectins SNA and MAA II after turning *MYC* off (n = 3 per time point, two-tailed Student’s *t* test comparing each time point to t = 0 h, *P < 0.05, **P < 0.01). Data are normalized to control, mean ± SD. (*D* and *E*) The O-glycome of *MYC* on (*D*) and off (*E*) cells was profiled by MALDI-TOF mass spectrometry following β-elimination. The relative abundance of recognizable glycan species within the spectrum is indicated. (*F*) RNA-sequencing of cells in the *MYC* on and off states. Volcano plot shows differential expression of annotated glycogenes. Genes exhibiting log_2_ fold changes greater than 1.5 and meeting a significance threshold of *P *< 0.01 at an FDR = 0.01 are highlighted (n = 3 per treatment group). (*G*) Heatmap of sialyltransferases meeting an expression threshold >2 transcripts per million (TPM). Data are displayed as a Z-score from column-normalized TPMs. (*H*) Heatmap of *MYC* transgene and relevant sialyltransferase expression generated by RNA-seq of T-ALL at the indicated time after doxycycline administration to turn *MYC* off. Data are displayed as a Z-score from row normalized TPMs (n = 3 per group). (*I*) Expression of the *MYC* transgene and *St6galnac4* were profiled by RNA-seq in T-ALL at the indicated time after turning off *MYC*. Data are normalized to t = 0 h, mean ± SD (n = 3 per group). (*J*) Schematic for elaboration of sialyl-T into disialyl-T by ST6GALNAC4. (*K*) The O-glycome of *St6galnac4^−/−^* cells was profiled by MALDI-TOF mass spectrometry following β-elimination.

Subsets of sialoglycans are recognized by the lectins MAA II (glycans containing Neu5Acα2–3Galβ1–3GalNAc) (43) and SNA (glycans containing Neu5Acα2–6Gal) (44), that we used to further probe the effects of *MYC* expression on cell surface sialoside display. We observed a decrease in MAA II staining by flow cytometry within 24 h after turning *MYC* off and a decrease in SNA staining that was delayed until 48 h (Fig. 1 *B* and *C*). Also, we assayed the recovery of MAA II binding to *MYC* on and off cells following treatment with a sialidase to remove all cell surface sialic acids. While MAA II binding to *MYC* on cells recovered to similar levels as untreated controls within 30 h, MAA II binding to *MYC* off cells only recovered partially within this time period (*SI Appendix*, Fig. S3 *A* and *B*). MYC therefore activates biosynthetic processes that enhance the expression of MAA II-binding sialoglycans on the tumor cell surface.

To identify the specific sialoglycan structures that are regulated by MYC overexpression, we performed glycomics analyses by mass spectrometry focusing on O-glycans (linked to Ser/Thr) and N-glycans (linked to Asn). O- and N-glycans were released from glycoproteins in whole-cell lysates by β-elimination and PNGase digestion, respectively. The glycans were methylated and then identified and quantitated by MALDI-TOF mass spectrometry. The structures of the glycans we detected were confirmed using NSI-FTMS/MS (*SI Appendix*, Fig. S4 *A* and *B*).

We observed a striking difference in O-glycan profile between the *MYC* on and off states. In *MYC* on cells, the O-glycans were dominated by a sialoglycan named disialyl-T (Neu5Acα2–3Galβ1–3[Neu5Acα2–6]GalNAc), which represented approximately 60% of the total signal present (Fig. 1*D*). Conversely, in *MYC* off cells, disialyl-T represented only 37% of the total O-glycans (Fig. 1*E*). We confirmed these changes by assaying the recovery of disialyl-T on *MYC* on and off cells following sialidase treatment. At 48 h after sialidase treatment, disialyl-T represented 23% of the O-glycans on *MYC* on cells compared to 5% of the O-glycans on *MYC* off cells (*SI Appendix*, Fig. S5 *A*–*C*).

By contrast, N-glycan profiling revealed only subtle differences between the *MYC* on and off states. We observed a variety of high-mannose structures, likely representing immature N-glycans, in both conditions and further identified several low-abundance sialylated bi- and tri-antennary N-glycans that were undetectable in the *MYC* off state (*SI Appendix*, Figs. S6 *A* and *B* and S7 *A* and *B*). Still, the most pronounced effects of *MYC* expression on the glycome were found among the O-glycans.

The elevated levels of disialyl-T in the *MYC* on state suggested this regulation occurred via enzymes or scaffolds underpinning this structure. To identify such elements, we performed RNA-sequencing (RNA-seq) on T-ALL in the *MYC* on and off states (*SI Appendix*, Table S1). We observed significant changes in the expression of over 8,000 genes at a false discovery rate (FDR) of 0.01, and a GO term analysis showed enrichment for genes related to ribosome biogenesis and RNA processing in *MYC* on cells, as has been reported previously (*SI Appendix*, Fig. S8*A* and Table S2) (45–53). To focus our analysis on genes that directly contribute to sialoglycan synthesis, we selected annotated glycogenes exhibiting a log_2_ fold change greater than 1.5 (Fig. 1*F* and *SI Appendix*, Table S3) (54).

Six glycosyltransferases exhibited MYC-dependent increases in expression, including *Fut4*, involved in Lewis^x^ synthesis and metastasis (55, 56), and *Xxylt1*, involved in NOTCH glycosylation (57). However, the most prominent of these MYC-regulated genes was the sialyltransferase *St6galnac4*. The sialyltransferases are a family of twenty enzymes responsible for adding sialic acid through different linkage geometries to underlying glycans (58). We observed that the titrated level of *MYC* expression differentially regulated the expression of various members of this family (Fig. 1*G* and *SI Appendix*, Fig. S8*B*). Importantly, the large increase in MYC-promoted *St6galnac4* expression was accompanied by preferential binding of MYC to the *St6galnac4* promoter (GSE44672; *SI Appendix*, Fig. S8*C*) (35). MYC had no significant effects on the expression of genes involved in sialic acid synthesis, recycling, degradation, or modification (*SI Appendix*, Fig. S8*D*). We performed an additional RNA-seq experiment in which gene expression was measured at various time points after turning *MYC* off to assess whether the emergence of these patterns in sialyltransferase expression correlated temporally with *MYC* (Fig. 1*H* and *SI Appendix*, Table S4). 

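The cells were mouse T-ALL cells derived from a tumor of the EμSRα-tTA/tet-O-MYC model, in which doxycycline turns a human MYC transgene off. PolyA RNA was sequenced from 15 libraries, 3 at each of 0, 2, 4, 8 and 24 h after doxycycline (500 pg/mL in the paper's methods), and the 0 h libraries are the MYC on state. The authors deposited counts, FPKM and TPM of 53380 features for each library. The submitters' processing notes name cutadapt, STAR 2.5.4b, featureCounts and the mouse build mm10, and the strand setting of the counting is not given in the sources used here. Total counts per library ranged from 27050283 to 27102318 (median 27100999) at 0 h, from 26732453 to 26964779 (median 26794980) at 2 h and from 26441868 to 26738971 (median 26672358) at 4 h. At 8 h they ranged from 26290485 to 26669128 (median 26331473), and at 24 h from 25852711 to 26523917 (median 26426805). The paper's text and the labels do not say whether the 3 libraries of a time point came from separate cultures, and the SI Appendix was not used here, so the p-values measure only the spread between these samples, which may be technical. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test over the 15 libraries together, on the 14485 genes that passed its low-count filter. A gene was called at a Benjamini-Hochberg adjusted p under 0.01.

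After MYC was turned off, 15.2% of the tested genes had changed at 2 h (956 higher and 1244 lower than at 0 h) and 38.1% at 4 h (2629 higher and 2883 lower). At 8 h 3665 genes were higher and 3634 lower, and at 24 h 4443 were higher and 4076 lower, so that 10755 genes (74.2%) changed over the time course. Between 4 h and 24 h 3602 genes rose and 3389 fell. Srm, which encodes spermidine synthase, fell from 354 to 4.58 CPM on TMM-scaled library totals between 0 h and 24 h (log2 fold change −6.27, standard error 0.114, adjusted p = 2.55e-15 from edgeR). Bcat1, a branched-chain amino acid transaminase, fell from 109.8 to 2.23 CPM (log2 fold change −5.62, standard error 0.103, adjusted p = 2.55e-15 from edgeR). Tespa1, an adaptor of T cell receptor signaling, rose from 1.87 to 72.3 CPM (log2 fold change 5.27, standard error 0.146, adjusted p = 1.52e-13 from edgeR). By 2 h Dusp2, a MAP kinase phosphatase, had fallen with a log2 fold change of −3.14 (standard error 0.128, adjusted p = 4.76e-10 from edgeR). With library totals in place of TMM, the share of higher genes among those called was 54.8% rather than 43.5% at 2 h and 54.2% rather than 47.7% at 4 h. It was 59.9% rather than 50.2% at 8 h, 69% rather than 52.2% at 24 h and 73% rather than 51.5% at 24 h against 4 h. This scaling moved the median log2 fold change of all tested genes by 0.11 at 8 h, 0.28 at 24 h and 0.23 at 24 h against 4 h.

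Libraries of the same time point differed by more than the sampling noise, with a chi-square over degrees of freedom of 2.863 to 17.19 in the pairs that do not hold 24 h replicate 3. That library differed from the other 24 h libraries by 84.1 and 92.7 on this measure. Ribosomal protein genes took 3.54% of its counts against 5.52% and 5.87% in the other 24 h libraries. Fitting only the time points compared gave 2432 higher and 2794 lower genes at 2 h and 2002 and 1937 at 24 h against 4 h, library totals gave 5480 and 2024 at 24 h against 4 h, and DESeq2 called 1893 genes lower at 2 h. Without 24 h replicate 3, 1744 genes were higher and 2167 lower at 2 h. Without 0 h replicate 1, 2 or 3, 626, 603 or 629 genes were higher at 2 h, and without 2 h replicate 2 there were 630. Without 2 h replicate 2 or 3, 824 or 774 genes were lower at 2 h. Without 4 h replicate 2 or 3, 1706 or 1698 genes were higher at 4 h.

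**Figure D1:**
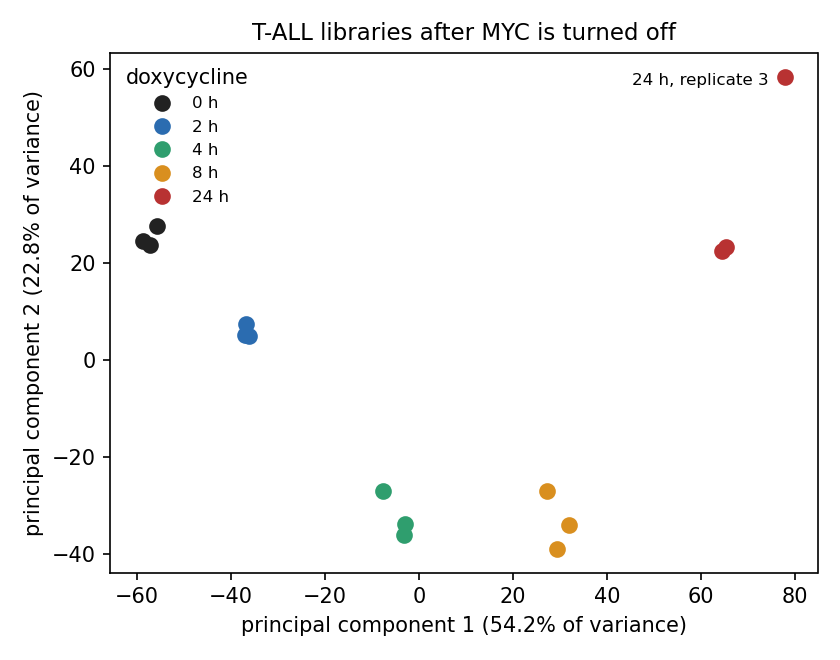
First principal component (horizontal axis, 54.2% of the variance of log2 CPM over the tested genes) against the second (vertical axis, 22.8%), each point 1 library colored by hours after doxycycline. Libraries group by time, and 24 h replicate 3 lies at 77.93 and 58.4 where the other 24 h libraries lie at 65.26 and 23.32 and at 64.37 and 22.41.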

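Members of the sialyltransferase family went both ways. Of the 20 genes, 10 had enough counts to be tested. At 2 h St6galnac4, St6galnac6 and St3gal4 were lower than at 0 h and St6gal1 was higher. At 4 h and 8 h St6galnac2 was lower as well, while St8sia4 was higher at both times and St6gal1 at 8 h. At 24 h St6galnac4, St3gal4 and St3gal3 were lower and St6gal1, St8sia4 and St3gal2 were higher. These are 1 higher and 3 lower at 2 h, 1 and 4 at 4 h, 2 and 4 at 8 h and 3 and 3 at 24 h by edgeR over all genes, and 1 higher and 4 lower at 2 h when adjusted over the list alone, with the same counts at the other times. With library totals the counts at 24 h were 5 higher and 2 lower, and at 2 h there were 2 higher when only 0 h and 2 h were fitted or without 24 h replicate 3.

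St3gal4, which sialylates galactose in α2,3 linkage, fell with log2 fold changes of −0.88 at 4 h (standard error 0.0992, adjusted p = 2.39e-06 from edgeR), −1.16 at 8 h (adjusted p = 7.45e-08) and −1.14 at 24 h (adjusted p = 5.91e-08). St6galnac6, a GalNAc α2,6-sialyltransferase of the same family as St6galnac4, had log2 fold changes of −0.76 at 2 h, −1.61 at 4 h and −1.27 at 8 h (adjusted p from edgeR 0.000153, 2.02e-08 and 1.4e-07). At 24 h it was −0.29 and not called (adjusted p = 0.0297 from edgeR, 0.000147 without 24 h replicate 3, and 0.000147 to 0.939 over all alternatives). St6galnac2 had log2 fold changes of −0.97 at 4 h and −1.07 at 8 h (adjusted p from edgeR 0.000869 and 0.000285), and −0.40 at 24 h (adjusted p = 0.0737). St6gal1, which adds sialic acid to N-glycans in α2,6 linkage, rose with log2 fold changes of 0.47 at 2 h, 0.70 at 8 h and 1.29 at 24 h (adjusted p from edgeR 0.00105, 4.8e-06 and 2.92e-09). At 4 h it was 0.08 (adjusted p = 0.475 from edgeR). St8sia4, a polysialyltransferase, rose with log2 fold changes of 0.64 at 4 h, 0.71 at 8 h and 1.01 at 24 h (adjusted p from edgeR 7.26e-05, 1.68e-05 and 2.67e-07). St3gal2 rose by 24 h (log2 fold change 0.73, standard error 0.111, adjusted p = 2.97e-05 from edgeR).

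Between 4 h and 24 h 6 members rose and 1 fell by edgeR, also when adjusted over the list alone, with 0 lower when library totals were used or only these times were fitted and 2 lower without 24 h replicate 2. St6gal1 rose with a log2 fold change of 1.21 and St3gal2 with 0.95 (adjusted p from edgeR 1.96e-08 and 3.93e-06). As a set the family was not called by camera at 2, 4, 8 or 24 h against 0 h (adjusted p 0.275, 0.12, 0.473 and 0.97) or at 24 h against 4 h (adjusted p = 0.037). The call of St3gal4 at 2 h (log2 fold change −0.40, adjusted p = 0.00653 from edgeR) was lost in 10 of the 15 fits that leave out 1 library (adjusted p up to 0.0383), and that of St3gal3 at 24 h (log2 fold change −0.40, adjusted p = 0.00594 from edgeR) with library totals, with upper-quartile factors, when only 0 h and 24 h were fitted, and without any 0 h library or 24 h replicate 1 or 2 (adjusted p from 0.000444 to 0.371 over the alternatives). St3gal2, St3gal4, St6gal1 and St6galnac2 each overlap a gene on the other strand, so their values are uncertain by what reads of that gene add.

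**Figure D2:**
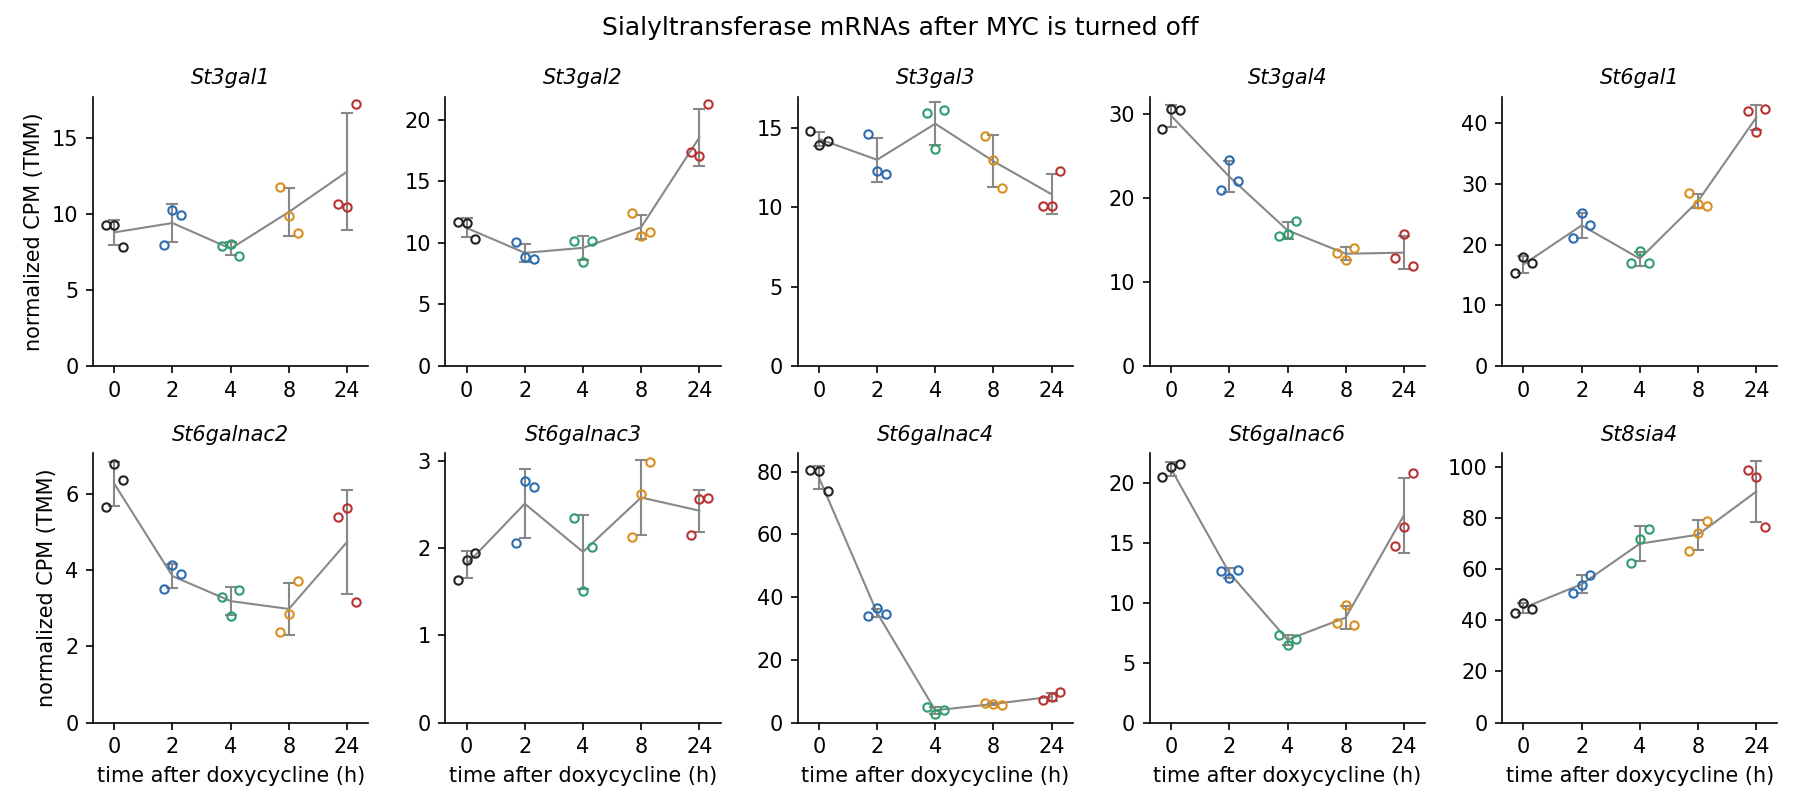
TMM-normalized CPM (vertical axes, from 0) of the 10 tested sialyltransferases at 0, 2, 4, 8 and 24 h after doxycycline (horizontal axes, evenly spaced); open circles are the 3 libraries of a time point and grey lines and bars their mean ± SD. Means of St6gal1 rise from 16.7 CPM at 0 h to 40.9 CPM at 24 h and those of St3gal4 fall from 29.8 to 13.5 CPM.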

*MYC* transgene expression fell to near baseline levels within 2 h of doxycycline treatment, and within that time frame, *St6galnac4* expression had already decreased by more than 50% (Fig. 1*I*). These data suggest that MYC regulates *St6galnac4*.

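The MYC transgene, counted as a human MYC feature of 4518 bases, fell from 2024 ± 52.3 CPM (SD, n = 3) at 0 h to 24.8 ± 1.98 CPM at 2 h, which is 1.23% ± 0.0980 of its 0 h level. It was at 0.465% ± 0.0720 of that level at 4 h, 0.276% ± 0.0273 at 8 h and 0.163% ± 0.0155 at 24 h. St6galnac4, which adds sialic acid in α2,6 linkage to the GalNAc of sialyl-T to make disialyl-T, fell from 78.2 ± 3.82 CPM at 0 h to 35.0 ± 1.23 CPM at 2 h, 44.8% ± 1.58 of its 0 h level. At 4 h it was at 3.90 ± 1.04 CPM, or 4.99% ± 1.33 of the 0 h level. It was at 7.59% ± 0.506 at 8 h and 10.6% ± 1.68 (8.25 ± 1.31 CPM) at 24 h.

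The log2 fold changes of the MYC transgene against 0 h were −6.35 at 2 h (standard error 0.115, adjusted p = 9.5e-15 from edgeR's quasi-likelihood test), −7.75 at 4 h, −8.50 at 8 h and −9.26 at 24 h (adjusted p 1.07e-15, 5.06e-16 and 3.44e-16). It fell further between 4 h and 24 h (log2 fold change −1.51, standard error 0.121, adjusted p = 6.34e-08 from edgeR). Those of St6galnac4 were −1.16 at 2 h (standard error 0.124, adjusted p = 6.96e-06 from edgeR), −4.32 at 4 h (standard error 0.15, adjusted p = 4.66e-12), −3.72 at 8 h (adjusted p = 5.38e-12) and −3.24 at 24 h (adjusted p = 1.14e-11). Among mouse protein-coding genes with at least 10 CPM at 0 h whose 3 libraries at 4 h were all below the 3 at 0 h, St6galnac4 was one of the 10 with the largest falls at 4 h. Between 4 h and 24 h it rose (log2 fold change 1.08, standard error 0.153, adjusted p = 2.41e-05 from edgeR). Mouse Myc on chromosome 15 had a total of 1 count over the 15 libraries, and how the counting split reads between this gene and the human feature is not given in the sources used here.

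St6galnac4 (ENSMUSG00000079442.12) lies on chromosome 2 of GRCm38 from 32587095 to 32599698 on the + strand, and St6galnac6 (ENSMUSG00000026811.18) follows on the same strand from 32599709 to 32620806. The counts do not tell apart transcripts that run from one gene into the next. From the fall of St6galnac4 alongside that of the MYC transgene, the paper proposes that MYC regulates St6galnac4. This is not its only evidence. It also reports MYC binding at the St6galnac4 promoter and lower St6galnac4 expression with MYC off in the 48 h experiment, neither of which was analysed here.

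**Figure D3:**
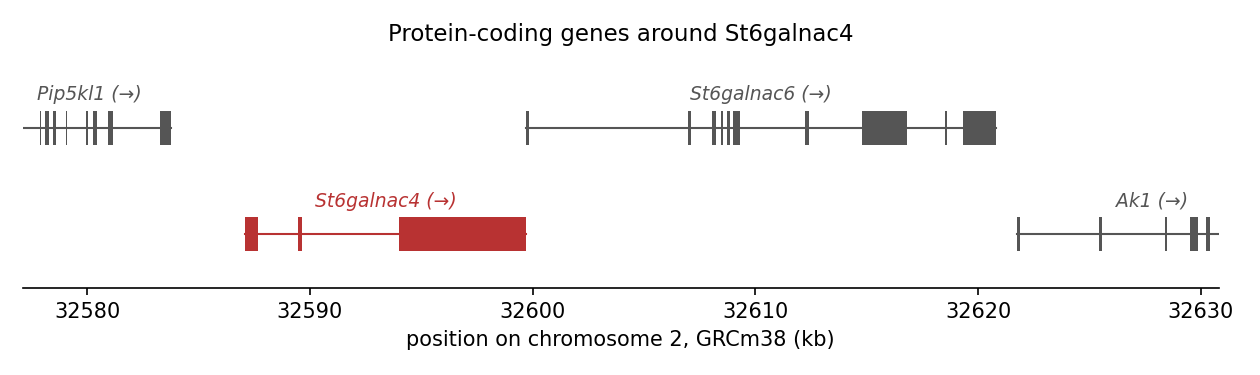
Map of the protein-coding genes around St6galnac4 on chromosome 2 of GRCm38 (horizontal axis, kb), all on the + strand, with boxes for exons merged over the transcripts of a gene. St6galnac4 ends at 32599698 and St6galnac6 starts at 32599709, with Pip5kl1 (32574797 to 32583782) upstream and Ak1 (32621758 to 32635058) downstream.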

Previous work identified ST6GALNAC4 as a disialyl-T synthase that operates by conjugating sialic acid through an α2,6-linkage to sialyl-T (Fig. 1*J*) (59–61). Hence, we next asked whether ST6GALNAC4 is responsible for disialyl-T synthesis in MYC-driven T-ALL. We generated *St6galnac4^−/−^* cells using the CRISPR/Cas9 system. O-glycomics analysis of these knockout cells compared to wild type (WT) revealed a loss of disialyl-T consistent with a role for ST6GALNAC4 as a disialyl-T synthase (Fig. 1*K*). Therefore, MYC-promoted *St6galnac4* expression induces display of the disialyl-T sialoglycan in T-ALL cells.

### ST6GALNAC4 Produces Sialoglycans that Bind to Siglec-E/-7 and Inhibit Macrophage Phagocytosis.

Tumor sialoglycans engage immune cell Siglecs (5–13). We therefore asked whether MYC-promoted disialyl-T engages a Siglec receptor. There are fourteen Siglecs in humans and five homologous proteins in mice. Sialoglycans on T-ALL capable of binding any member of the Siglec family may be detected using Siglec-Fc reagents that comprise the extracellular portion of the Siglec fused to an IgG Fc domain. All commercially available Siglec-Fc reagents were screened against safe targeting control WT and *St6galnac4^−/−^* T-ALL cells in the *MYC* on and off states by flow cytometry. Sialoglycan ligands were detected for human Siglecs-7 and -9, and mouse Siglecs-E and -F, on the surface of *MYC* on WT cells (Fig. 2*A*). In the *MYC* off state, the display of these Siglec ligands decreased, and ligands for Siglec-E and -7 completely disappeared from *St6galnac4^−/−^* cells. Murine Siglec-E is considered the ortholog of human Siglec-7 (62, 63). In *MYC* off cells, ligands for Siglecs-E and -7 steadily decreased over 72 h (Fig. 2 *B* and *C* and *SI Appendix*, Fig. S9).

**Fig. 2.**
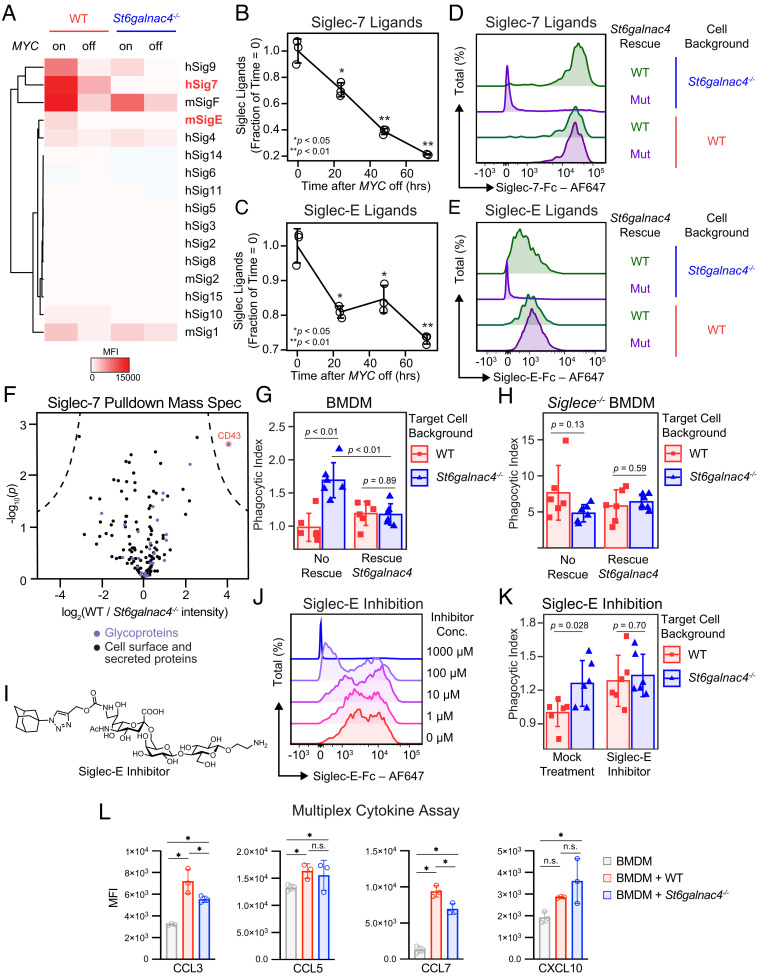
ST6GALNAC4 synthesizes Siglec-E/-7 ligands. (*A*) Heatmap of Siglec binding capacity displayed by control or *St6galnac4^−/−^* T-ALL as measured by flow cytometry following staining with the indicated Siglec-Fc reagent. Cells were treated with either PBS or doxycycline for 48 h to turn off the *MYC* transgene. Siglec-Fc reagents are indicated on the right side of the plot, where “m” indicates murine and “h” indicates human. Bold/red font highlights substantial reductions in the presentation of ligands for human Siglec-7 and murine Siglec-E on *St6galnac4^−/−^* and *MYC* off cells. Plot is representative of two independent experiments. (*B* and *C*) Display of ligands for Siglec-7 (*B*) and Siglec-E (*C*) on murine T-ALL at the indicated time points after turning *MYC* off as quantified by flow cytometry following staining with a Siglec-Fc reagent (n = 3 per time point, two-tailed Student’s *t* test comparing each time point to t = 0 h. *P < 0.05, **P < 0.01, data are representative of two independent experiments). Data are normalized to control, mean ± SD. (*D* and *E*) Representative flow cytometry plots of Siglec-7 (*D*) and Siglec-E (*E*) ligands displayed by WT and *St6galnac4^−/−^* cells reexpressing wild type (WT) or mutant (Mut) *St6galnac4*. Plots are representative of three independent experiments. (*F*) Proteins enriched by immunoprecipitation of T-ALL lysate with Siglec-7-Fc were identified by shotgun proteomics. Annotated cell surface or secreted proteins are displayed on the plot in black, with purple denoting the subset of glycoproteins. The intensity of spectra from WT relative to *St6galnac4^−/−^* T-ALL is displayed [n = 3 per group, significance cutoff by Student’s *t* test with a false discovery rate of 0.0001 and minimum enrichment (S_0_) of 5]. (*G*) Phagocytosis by BMDMs of WT and *St6galnac4^−/−^* T-ALL rescued by transfection with empty vector or *St6galnac4* (n = 6 per group, two-tailed Student’s *t* test). Data are normalized to control (WT, no rescue) and presented as mean ± SD. (*H*) Phagocytosis by *Siglece^−/−^* BMDMs of WT and *St6galnac4^−/−^* T-ALL rescued by transfection with empty vector or *St6galnac4* (n = 6 per group, two-tailed Student’s *t* test). Data are normalized to control (WT target cells, WT BMDMs, no rescue) and presented as mean ± SD. (*I*) Structure of the Siglec-E inhibitor. (*J*) Inhibition of Siglec-E-Fc binding to murine T-ALL by the Siglec-E inhibitor. Plot representative of three independent experiments. (*K*) Phagocytosis by BMDMs of control and *St6galnac4^−/−^* T-ALL in the presence of Siglec-E inhibitor or mock DMSO treatment (n = 6 per group, two-tailed Student’s *t* test). Data are normalized to control (mock-treated WT target cells) and presented as mean ± SD. (*L*) Cytokines released by BMDMs after incubation with anti-Thy1.1 antibody plus WT or *St6galnac4^−/−^* target cells (n = 3 per group, two-way ANOVA using a single family and Tukey’s test for multiple comparisons, * is significant with adjusted *P *< 0.0001). Full multiplex cytokine panel in supplement.

We examined whether *St6galnac4* is sufficient for the creation of Siglec ligands. We generated WT and *St6galnac4^−/−^* cells reexpressing either a mutant *St6galnac4* predicted to lack catalytic activity or WT *St6galnac4* (*SI Appendix*, Fig. S10*A*). *St6galnac4^−/−^* cells reexpressing WT enzyme recovered the ability to express disialyl-T and bind Siglecs-7 and -E, while *St6galnac4^−/−^* cells expressing the mutant *St6galnac4* did not (Fig. 2 *D* and *E* and *SI Appendix*, Fig. S10 *B*–*D*). Therefore, disialyl-T is produced by *St6galnac4* and is a ligand for mouse Siglec-E and human Siglec-7. Then, we attempted to identify the protein scaffold for disialyl-T by performing immunoprecipitations with Siglec-7 followed by mass spectrometry-based proteomics. By comparing proteins pulled down from WT but not *St6galnac4^−/−^* cells, we found that disialyl-T functions as a ligand for Siglec-7 when linked to the glycoprotein CD43, consistent with a recent report (Fig. 2*F* and *SI Appendix*, Table S5) (64). Notably, *Spn* (the gene encoding CD43) expression was inversely correlated with *MYC* levels in our RNA-seq datasets (*SI Appendix*, Fig. S11 *A* and *B*). Thus, *St6galnac4* synthesizes disialyl-T which functions as a Siglec ligand.

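In the time course, Spn (ENSMUSG00000051457.7) was not changed at 2 h, when the MYC transgene was already low, and was higher at 4, 8 and 24 h than at 0 h. It was at 141 ± 4.73 CPM (SD, n = 3) at 0 h, 138.5 ± 3.98 at 2 h, 177 ± 3.15 at 4 h, 207 ± 3.26 at 8 h and 203 ± 11.6 at 24 h. Relative to 0 h these are 98.0% ± 2.82 at 2 h, 125.5% ± 2.23 at 4 h, 146% ± 2.31 at 8 h and 144% ± 8.18 at 24 h. At 8 h and 24 h Spn was at 149.9% and 183% by TPM, and at 158% and 174% by CPM on library totals. Whether it rose further after 8 h thus depends on the scaling. The gene lies on chromosome 7 of GRCm38 from 127132232 to 127137823 on the − strand, with no other annotated gene overlapping it.

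The log2 fold change at 2 h was −0.03 (standard error 0.0571, adjusted p = 0.779 from edgeR's quasi-likelihood test), and its sign was the opposite with library totals and with upper-quartile factors. At 4 h it was 0.33 (standard error 0.057, adjusted p = 0.000195 from edgeR), at 8 h 0.55 (adjusted p = 6.01e-07) and at 24 h 0.52 (adjusted p = 7.2e-07). Between 4 h and 24 h the log2 fold change was 0.20 (standard error 0.0568, adjusted p = 0.00716 from edgeR), and this call was lost in 16 of 25 alternatives, among them each fit that left out 1 library other than 24 h replicate 3 (adjusted p from 0.00034 to 0.043 over the fits without 1 library, and from 1.3e-05 to 0.162 over all alternatives). The libraries fall into separate groups by time, so no correlation of Spn with the MYC transgene was computed over them. The libraries of the 48 h experiment were not analysed here.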

Siglec-E has been reported to modulate macrophage activity (7, 65). Hence, we asked whether the presence of disialyl-T, and thus Siglec-E ligands, on T-ALL decreases phagocytosis by macrophages. T-ALL cells that were labeled with a pH-sensitive red dye to detect internalization and entry into the lysosome were coincubated with bone marrow-derived macrophages (BMDMs). Phagocytosis of *St6galnac4^−/−^* cells in the coculture was higher than that of controls (*SI Appendix*, Fig. S12*A*) and was reversed when the knockout cells were rescued by reexpressing WT *St6galnac4* (Fig. 2*G*). Disialyl-T produced by *St6galnac4* inhibits phagocytosis of T-ALL.

To test if Siglec-E influences macrophage phagocytosis, we performed two studies. First, we generated BMDMs from *Siglece^−/−^* mice. These *Siglece^−/−^* BMDMs phagocytosed tumor cells to a greater extent than their *Siglece*-positive counterparts, but could not discriminate between WT and *St6galnac4^−/−^* target cells (Fig. 2*H* and *SI Appendix*, Fig. S12 *B*–*D*). Second, we synthesized a small molecule selective Siglec-E inhibitor (66) and demonstrated that it blocks the binding of Siglec-E-Fc to target cells (Fig. 2 *I* and *J* and *SI Appendix*, Figs. S13 and S14). The addition of the Siglec-E inhibitor to cocultures both increased macrophage phagocytosis and eliminated the ability of macrophages to discriminate between WT and *St6galnac4^−/−^* target cells (Fig. 2*K*). We conclude that disialyl-T engages Siglec-E and in doing so suppresses macrophage phagocytic activity.

Then, we assessed whether the macrophage secretome is altered by interactions with tumor disialyl-T. Through a Luminex assay, we measured cytokines in BMDM lysate following coculture with T-ALL. BMDMs exposed to *St6galnac4^−/−^* vs. WT T-ALL secreted slightly less CCL3 and CCL7, consistent with a prior report of diminished CCL7 production by Siglec-E knockout BMDMs (67). Production of CXCL10, involved in T and NK cell recruitment, trended upward after exposure to *St6galnac4^-/-^* targets (Fig. 2*L* and *SI Appendix*, Fig. S15). Therefore, tumor disialyl-T alters BMDM phenotype.

### *St6galnac4* Promotes MYC-Driven T-ALL Growth In Vivo.

We asked whether *St6galnac4* and disialyl-T promote tumor growth in vitro and in vivo. To test in vitro growth potential, we observed that *St6galnac4* knockdown T-ALL exhibits a small growth advantage in tissue culture compared to WT T-ALL (*SI Appendix*, Fig. S16 *A* and *B*). To test the effect of *St6galnac4* expression on in vivo tumor growth, T-ALL cells either with or depleted of *St6galnac4* expression were then assessed for their ability to engraft in three different immunological contexts. First, *St6galnac4* knockdown T-ALL exhibited reduced tumor growth when transplanted into immunocompetent, WT FVB/N mice intravenously (Fig. 3 *A* and *B*) and subcutaneously (*SI Appendix*, Fig. S16*C*). Second, intravenous transplantation of T-ALL into immunocompromised *Rag1^−/−^* FVB/N mice showed diminished growth of *St6galnac4*^−/−^ tumors relative to control (*SI Appendix*, Fig. S16 *D* and *E*). Third, intravenous transplantation of T-ALL into immunodeficient NOD/*SCID/IL2Rγ^−/−^* (NSG) mice similarly revealed slowed progression of tumors depleted of *St6galnac4.* This was accompanied by a relative increase in myeloid cells (CD11b+ cells: 14.5% vs. 7.4% in control) (*SI Appendix*, Fig. S16 *F*–*H*). These data indicate that *St6galnac4* promotes the growth and engraftment of T-ALL in vivo.

**Fig. 3.**
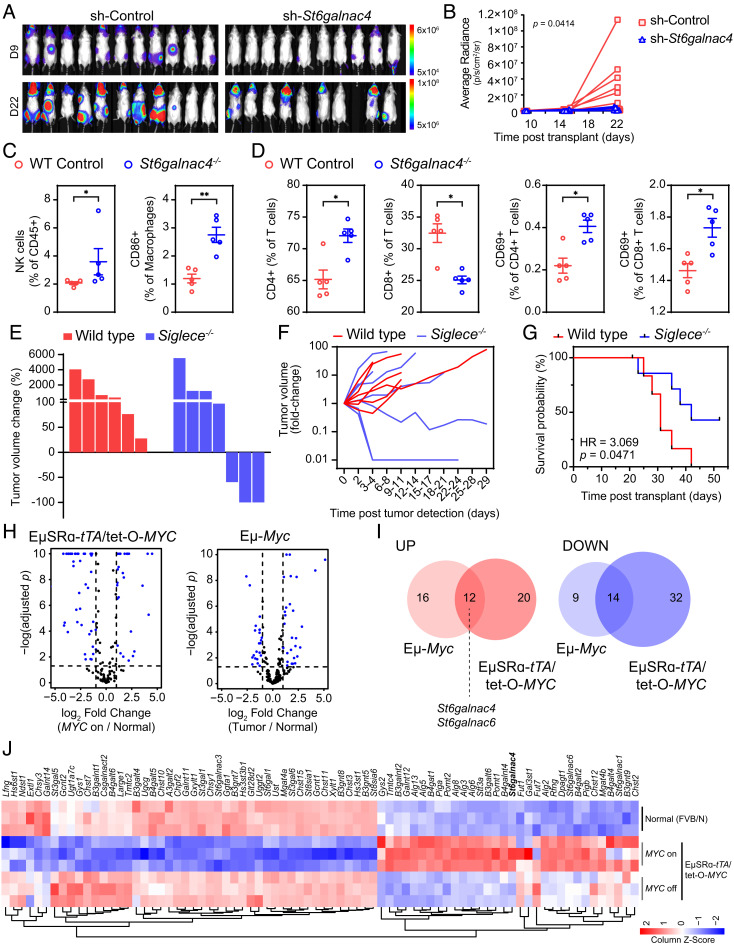
*St6galnac4* promotes tumor growth in vivo*.* (*A*) Bioluminescence imaging of syngeneic WT FVB/N mice transplanted IV with luciferase-labeled MYC-driven T-ALL cells expressing either a *St6galnac4*-specific or control shRNA. Images show tumor burden on day 9 and 22 posttransplantation. (*B*) Tumor growth in mice described in (*A*) was assessed by bioluminescence imaging over time and quantified [n(sh-Control) = 11, n(sh-*St6galnac4^−/−^*) = 9, mixed effects analysis]. (*C* and *D*) Flow cytometric analysis of splenocytes (*C*) and peripheral blood mononuclear cells (*D*) isolated from FVB/N mice 23 d after IV-transplantation of MYC-driven T-ALL expressing either wild type (WT) *St6galnac4* (WT Control, n = 5) or lacking *St6galnac4* expression (*St6galnac4*^−/−^, n = 5). Frequencies of indicated immune cell subsets are shown per mouse (two-tailed Mann–Whitney test, *P < 0.05, **P < 0.01). (*E* and *F*) MYC-driven T-ALL was transplanted subcutaneously into either WT or *Siglece^−/−^* mice. Tumor growth was monitored by caliper measurement. (*G*) Survival of T-ALL bearing WT and *Siglece*^−/−^ mice after undergoing subcutaneous T-ALL transplantation. HR, hazard ratio from the Mantel-Cox test. (*H*) Volcano plots displaying glycogenes in MYC-driven mouse models of Burkitt lymphoma (Eμ-*Myc*) and T-ALL (EμSRα-*tTA*/tet-O-*MYC*). (*I*) Overlap analysis of differentially expressed glycogenes (at least twofold change with FDR < 0.05) from (*H*) (glycogenes up and down: OR = 4.91, *P *= 9.04 × 10^−7^) in mouse models of Burkitt lymphoma (Eμ-*Myc*) and T-ALL (EμSRα-*tTA*/tet-O-*MYC*). (*J*) Heat map representation of glycogenes that are differentially expressed in splenocytes isolated from EμSRα-*tTA*/tet-O-*MYC* (*MYC* on/off) and normal (FVB/N) mice. Expression in normal tissue, in *MYC* on tumor tissue, and upon MYC inactivation-induced tumor regression (*MYC* off) is shown (n = 3 per treatment group).

Next, we examined the effect of tumor-associated *St6galnac4* expression on the host immune environment. We transplanted WT and *St6galnac4^−/−^* T-ALL intravenously in syngeneic hosts and surveyed major immune compartments in the spleen and peripheral blood (Fig. 3 *C* and *D* and *SI Appendix*, Fig. S17 *A* and *B*). NK cell and CD86+ macrophage frequencies were elevated in spleens of mice that received *St6galnac4^−/−^* cells as compared to WT (NK: 2.7% vs. 2.0% of CD45+; CD86+ macrophages: 2.6% vs. 1.2% of CD45+) (Fig. 3*C*). Also, we observed increased frequencies of CD4+ T cells (72.5% vs. 64.7% of T cells) and decreased frequencies of CD8+ T cells (25.1% vs. 32.8% of T cells) in mice that were transplanted with *St6galnac4^−/−^* T-ALL cells compared to WT T-ALL (Fig. 3*D*). This shift toward a higher CD4/CD8 T cell ratio in mice bearing *St6galnac4^−/−^* tumors is similar to the trend observed in the immune system of healthy patients compared to those with cancer (68). Likewise, activated CD4+ and CD8+ T cells as assessed by CD69 positivity were more abundant in mice that received *St6galnac4^−/−^* T-ALL cells as compared to mice that received WT T-ALL (CD69+ CD4+: 0.4% vs. 0.2% of CD4+ T cells; CD69+ CD8+: 1.8% vs. 1.5 % of CD8+ T cells) (Fig. 3*D*). Therefore, T-ALL associated *St6galnac4*, and thus disialyl-T, interferes with myeloid-mediated immunity and T cell activity to promote tumor development in vivo*.* These results are consistent with our observation of reduced phagocytosis of cells expressing *St6galnac4.*

Next, we tested whether the expression of Siglec-E, the receptor for disialyl-T, affects T-ALL progression in vivo by performing T-ALL transplant experiments in Siglec-E knockout mice (69). To enable syngeneic allografts in *Siglece^−/−^* mice, we backcrossed our *MYC*-transgenic T-ALL mouse model to the C57BL/6J background for over 10 generations. We established a new MYC-driven T-ALL tumor-derived cell line from this background. We then transplanted T-ALL cells subcutaneously in WT and *Siglece^−/−^* mice and monitored tumor growth over time. T-ALL cells engrafted in all mice and formed palpable nodules regardless of genetic background, suggesting that Siglec-E expression does not affect tumor engraftment. Interestingly, while all tumors in the WT animals kept growing, tumor regression was seen in three out of seven *Siglece^−/−^* mice (Fig. 3 *E* and *F*). This was accompanied by prolonged survival of *Siglece^−/−^* mice compared to WT mice bearing MYC-driven T-ALL (Fig. 3*G*). Thus, engagement of host Siglec-E promotes MYC-driven T-ALL progression in vivo.

We asked if MYC regulates glycosylation in two autochthonous models that mimic in situ tumorigenesis and engraftment. RNA-seq of the Eμ-*Myc* transgenic mouse model of Burkitt lymphoma (34) and the EμSRα-*tTA*/tet-O-*MYC* model of T-ALL (70) highlighted changes to the expression of several glycogenes upon MYC-driven leukemia and lymphoma development (Fig. 3*H*). Importantly, upregulation of *St6galnac4* is a core component of this glycogene signature and was preserved in both types of MYC-driven leukemia and lymphoma (Fig. 3*I*). The glycogene signature MYC induces upon tumorigenesis is reversible. MYC-directed changes to most glycogenes, including *St6galnac4*, return to normal levels within 4 d of T-ALL regression induced upon MYC inactivation (Fig. 3*J*). We conclude that MYC regulates the expression of glycosylation machinery in general, and *St6galnac4* in particular, during in situ tumorigenesis.

### *MYC* and *ST6GALNAC4* Predict Poor Prognosis in Human Leukemia and Lymphoma.

Direct genetic as well as epistatic activation of MYC through NOTCH1 and other mechanisms drives human T-ALL (22–24, 71). We studied whether MYC also controls glycosylation in human T-ALL. By compiling three existing datasets of over 50 patient samples (72–74), we confirmed elevated *MYC* and accompanying *ST6GALNAC4* expression in human T-ALL (Fig. 4*A* and *SI Appendix*, Table S6). We asked whether ST6GALNAC4 synthesizes sialoglycan ligands for human Siglec-7. Knocking out *ST6GALNAC4* resulted in a sharp reduction in the display of Siglec-7 ligands on the surface of PEER cells, a model human T-ALL cell line (Fig. 4*B* and *SI Appendix*, Fig. S18*A*). We used four different MYC inhibitors, 10058-F4, an inhibitor of MYC/MAX dimerization (75), EN4, a covalent MYC ligand (76), THZ1, a CDK7/9 inhibitor with secondary effects on MYC (77), and lon, a MYC-degrading protease (78) to ask whether MYC regulates the display of Siglec-7 ligands (*SI Appendix*, Fig. S18 *B* and *C*). The pharmacological inactivation of MYC decreased ST6GALNAC4 protein expression (Fig. 4*C*) with an accompanying reduction in Siglec-7-Fc binding (Fig. 4*D*).

**Fig. 4.**
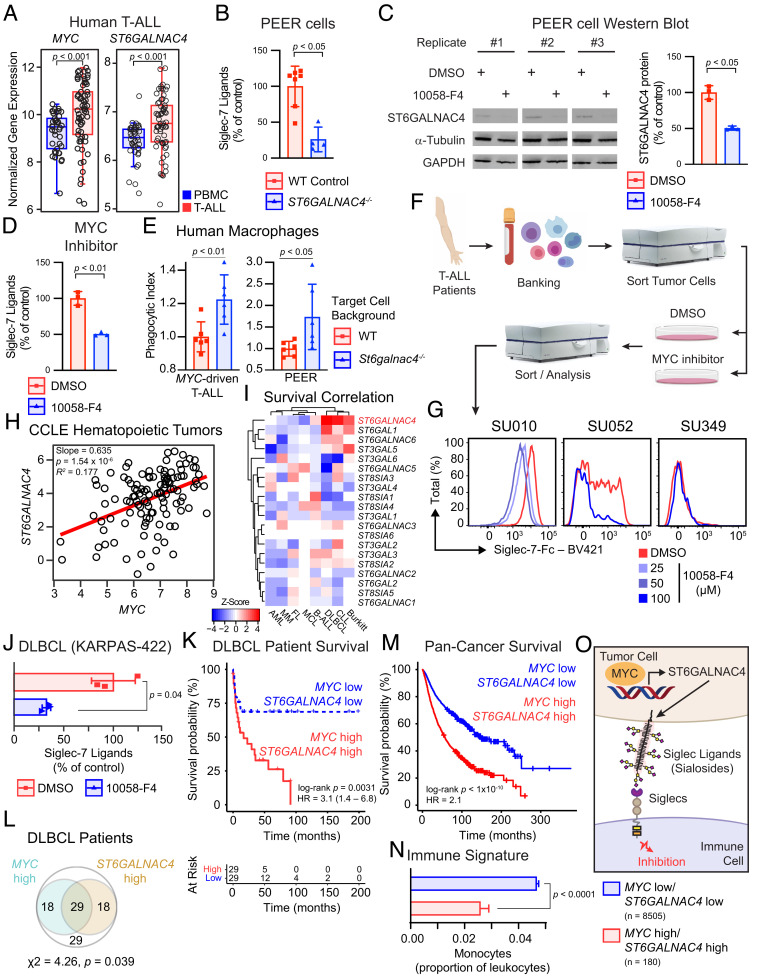
MYC promotes Siglec-7 ligand display on human cancer. (*A*) Summarized gene expression of *MYC* and *ST6GALNAC4* in human T-ALL and peripheral blood mononuclear cells (PBMCs). Data from GSE62156, GSE27562, and GSE49515 were collated, and absolute expression was determined with Gene Expression Commons [n(tumor) = 65, n(control) = 45, two-tailed Mann–Whitney *U* test]. Boxplot shows data quartiles. (*B*) Siglec-7 ligands on PEER cells following knockout of *ST6GALNAC4* [n(control) = 7, n(KO) = 4, two-tailed Mann–Whitney *U* test]. Data presented as mean ± SD. (*C*) Representative Western blot for ST6GALNAC4 in PEER cells following MYC inhibition with 100 μM 10058-F4 for 48 h. Quantification of ST6GALNAC4 band intensity normalized to α-tubulin and WT control (n = 3 per group, two-tailed Student’s *t* test). Data presented as mean ± SD. (*D*) Siglec-7 ligands on PEER cells following pharmacologic MYC inhibition for 48 h by incubation with 100 μM 10058-F4 (n = 3 per group, two-tailed Student’s *t* test). Data presented as mean ± SD. (*E*) Phagocytosis of WT and *St6galnac4^−/−^* murine MYC-driven T-ALL and human PEER cells by human monocyte derived macrophages (n = 6 per group, two-tailed Student’s *t* test). Data are normalized to WT control and presented as mean ± SD. (*F*) Workflow to collect primary T-ALL from patients, treat with a MYC inhibitor (10058-F4), and quantify Siglec-7 ligands. (*G*) Siglec-7 ligands on patient T-ALL liquid biopsies treated with the indicated concentration of 10058-F4 for 48 h. Data represent three donors. (*H*) Correlation of *ST6GALNAC4* and *MYC* mRNA (RNA-seq) gene expression across all hematopoietic tumor samples (n = 106) in the CCLE with *MYC* expression > 3. Correlation determined by least-squares regression. (*I*) Survival Z-score heatmap for each sialyltransferase across each hematopoietic tumor within the PRECOG database. Larger positive Z-Scores (red) indicate that patients with higher expression of the indicated gene exhibit reduced survival. AML, acute myeloid leukemia; MM, multiple myeloma; FL, follicular lymphoma; MCL, mantle cell lymphoma; B-ALL, B cell acute lymphoblastic leukemia; DLBCL, diffuse large B cell lymphoma; CLL, chronic lymphocytic leukemia. (*J*) Siglec-7 ligand display by KARPAS-422 DLBCL cells following treatment with 100 μM 10058-F4 for 48 h (n = 3 per group, two-tailed Student’s *t* test). Data presented as mean ± SD. (*K*) Survival stratified by median *MYC* and *ST6GALNAC4* expression in a cohort of DLBCL patients (GSE4475). HR, hazard ratio from Cox Proportional Hazards model. (*L*) Venn diagram of patients in the same DLBCL cohort, showing individuals that fall into *MYC* high and *ST6GALNAC4* high (greater than median expression) groups (χ^2^-test for independence). (*M*) Pan-cancer overall survival analysis of TCGA data stratifying patients by median *MYC* and *ST6GALNAC4* expression (n = 2,376 per group). HR, hazard ratio from Cox Proportional Hazards model. (*N*) Pan-cancer immune phenotype of TCGA tumors stratified by k-means clustering based on *MYC* and *ST6GALNAC4* expression. Monocyte prevalence was calculated as a fraction of all leukocytes. Data presented as mean ± SEM. (*O*) Model for MYC-driven display of disialyl-T and regulation of the immune response via Siglec engagement.

We assessed whether tumor *ST6GALNAC4* inhibits phagocytosis by human macrophages similarly to what we observed for murine BMDMs. We differentiated monocyte-derived macrophages from human peripheral blood samples and fed them murine MYC-driven T-ALL and human PEER cells. In both cases, *ST6GALNAC4^−/−^* cells were phagocytosed more readily than WT targets (Fig. 4*E*). We conclude that disialyl-T inhibits phagocytosis by human macrophages.

Next, we asked whether T-ALL liquid biopsies display Siglec-7 ligands susceptible to MYC regulation. We collected samples from patients presenting to the Stanford Hematology Clinic with new onset T-ALL who were naive to therapy. FACS-sorted T-ALL tumor cells were treated with the MYC inhibitor 10058-F4. We detected Siglec-7-Fc binding activity on T-ALL cells from two of three patients. In both cases, MYC inhibition reduced Siglec-7 ligand display (Fig. 4 *F* and *G*). Therefore, MYC promotes display of sialoglycans on primary human T-ALL cells that interact with Siglec-7, consistent with our observations in murine cell lines.

To examine whether MYC regulates *ST6GALNAC4* and Siglec-7 ligand production more generally in human hematopoietic tumors, gene expression data were examined for all hematopoietic tumors contained in the Cancer Cell Line Encyclopedia (CCLE). We found a positive correlation between *MYC* and *ST6GALNAC4* expression (Fig. 4*H*). Through PRECOG (79), we found that high *ST6GALNAC4* expression, among all sialyltransferases, is the strongest predictor of adverse patient outcomes in diffuse large B-cell lymphoma (DLBCL), chronic lymphocytic lymphoma (CLL), and Burkitt lymphoma (BL), which notably all have high MYC activity (Fig. 4*I*) (80). There were no T-ALL data in the PRECOG dataset. Therefore, the survival covariance of all sialyltransferases and *MYC* expression was compared across all tumor types in PRECOG. Indeed, *MYC* and *ST6GALNAC4* had a high covariance. Thus, patients with high *MYC* expression are also likely to have high *ST6GALNAC4* expression (*SI Appendix*, Fig. S19).

The causal relationship of MYC and ST6GALNAC4 activity with Siglec ligand production suggests that their gene expression could serve as a signature of immune inhibitory glycosylation. To test this, we studied DLBCL, an aggressive non-Hodgkin lymphoma characterized by high MYC activity (81). Inhibition of MYC with 10058-F4 caused a 70% reduction in Siglec-7 ligand abundance on KARPAS-422 cells, a model for DLBCL (Fig. 4*J*). In a cohort of DLBCL patients, individuals with combined high *MYC* and high *ST6GALNAC4* expression had strongly decreased overall survival (log-rank *P* = 0.0031) and increased risk of death (HR = 3.1, 95% CI 1.4 to 6.8) (Fig. 4*K*). There was no difference in survival among patients lacking this gene signature (log-rank *P* = 0.58; HR = 1.3, 95% CI 0.50 to 3.6) (*SI Appendix*, Fig. S20). Indeed, patients with either high *MYC* or high *ST6GALNAC4* expression tended to be the same individuals, underscoring the linked effects of these two genes on patient survival (Fig. 4*L*).

Finally, we tested the clinical consequences of combined overexpression of *MYC* and *ST6GALNAC4* in human patients by performing a pan-cancer survival analysis of The Cancer Genome Atlas (TCGA) data. Across all cancers, high expression of *MYC* and *ST6GALNAC4* together is associated with decreased survival (log-rank *P* < 1 × 10^−10^; HR = 2.1) (Fig. 4*M*). Thorsson et al. reported immune profiling data on tumors from patients in the TCGA dataset (82). We analyzed these data to determine whether the *MYC* high*/ST6GALNAC4* high gene signature relates to immune status. Tumors with high *MYC* and high *ST6GALNAC4* had significantly fewer monocytes than tumors lacking this signature (4.7% vs. 2.6%) (Fig. 4*N*). Therefore, the combined overexpression of *MYC* and *ST6GALNAC4* forms a signature of malignant glycosylation associated with a defined immune phenotype. Importantly, pharmacological inhibition of ST6GALNAC4 to block Siglec ligand biosynthesis may be an effective immune therapy strategy for cancers with elevated MYC activity (Fig. 4*O*).

## Discussion

Changes in cell surface glycosylation have been long known as a hallmark of cancer (83), but the functional significance and mechanistic drivers of tumor glycosignatures are poorly understood. We identify a mechanism that drives the production of immune-suppressive tumor sialoglycans. The *MYC* oncogene is one of the most frequently activated cancer-driving genes. Experimentally, suppression of MYC can dramatically reverse tumorigenesis, a phenomenon described as “oncogene addiction.” MYC contributes to tumorigenesis through diverse mechanisms by affecting tumor cell-intrinsic processes and modulating host immune responses. Importantly, the *MYC* oncogene uniquely coordinates key processes by which cancer cells evade the immune system (84). We found that MYC specifically boosts disialyl-T expression and that tumor disialyl-T engages Siglec-E in mice and Siglec-7 in humans, to inhibit macrophages and promote immune evasion in vivo. Thus, our findings highlight MYC-induced immune inhibitory glycosylation as a facet of MYC-mediated immune evasion that contributes to tumorigenesis. These results suggest the potential of the Siglecs and their ligands as targets for immunotherapy of MYC-driven tumors. Further, we reveal disialyl-T as an anti-phagocytic “don’t eat me” signal.

The *MYC* oncogene is activated in a majority of human tumors and is a master regulator of cell-intrinsic and -extrinsic mechanisms of tumorigenesis. MYC activation contributes to cancer by increasing transcriptional activity (32, 33) through interactions with binding partners such as MAX (27–29), MAD (30), MNT (31), and MIZ1 (85), to generally as well as selectively modulate the expression of target genes (34, 35). Via both proximal mechanisms, MYC drives many characteristics of the cancer cell, including elevated biomass accumulation (86), lipogenesis (87, 88), cell proliferation (89), and genomic instability (90), as well as effects on the host microenvironment that can influence metastasis (91), tumor and stromal interactions (85, 92), and immune surveillance and evasion (38). Hence, MYC’s orchestration of the display of immune-modulatory glycans adds another feature to MYC-induced suppression of the anticancer immune response.

Glycan display is a complex process requiring the coordination of metabolic feedstock production with glycosylation machinery. MYC uniquely harmonizes diverse and complex cellular processes, and coordinating immune suppressive glycosylation is likely a key contributor to how MYC drives immune evasion. There are multifactorial potential interactions between T-ALL and stroma that shape the myeloid anti-tumor immune response, including between CD47/SIRPα, PD-L1/PD-1, CD40/CD40L, and CD28/CD80/86. We and others have recently highlighted the role of MYC in modulating the tumor immune microenvironment: MYC regulates the expression of immune checkpoint proteins (38, 40), blocks NK cell-mediated immune surveillance (70, 93), and promotes a chemokine/cytokine profile that favors an immune suppressive tumor microenvironment (94). Our findings reveal glycosylation as a new medium through which MYC manipulates the tumor microenvironment. Further, our results suggest that MYC inactivation may restore the immune response by reversing the contribution of glycosylation to oncogene addiction.

Oncogenes other than MYC have been shown to influence glycosylation, most notably KRAS, EGFR, HER2, BRAF, MEK, and AKT (95). Nevertheless, we note that MYC is frequently activated in cancers driven by other oncogenes (96). For example, RAS cooperates with MYC to promote oncogenesis (97), and RAS activation creates a pool of stabilized, active MYC (98). Our results demonstrate that MYC plays a central role in controlling cellular glycosylation and further outline a specific mechanism by which MYC drives disialyl-T production in hematopoietic tumors such as T-ALL. Differences in glycosylation among various tumors relate to variation in their genetic landscape. In our analysis of patient T-ALL samples, for instance, we identified heterogeneity in Siglec-7 ligand expression potentially related to individual variation in *MYC* and *ST6GALNAC4* expression. Glycogenes are also regulated on several levels in addition to transcription, such as by epigenetic factors including DNA methylation and microRNAs. As a result, cells originating from different tissues express a different suite of glycogenes, and consequently a different set of glycans (*SI Appendix*, Fig. S21*A*). Notably, *ST6GALNAC4* is expressed during lymphocyte development, providing a possible explanation for the strong correlation of *ST6GALNAC4* and *MYC* in T-ALL, DLBCL, and other hematopoietic tumors (*SI Appendix*, Fig. S21 *B* and *C*).

Prior in vitro studies of fibroblasts and colon adenocarcinoma lines found that MYC promotes N-glycan branching (36) and display of the glycan sialyl-Lewis^x^ (37), respectively. The results from these studies were mirrored in the greater diversity, but low abundance, of complex N-glycans in our *MYC* high T-ALL, as well as increased expression of *Fut4*, a fucosyltransferase involved in Lewis^x^ synthesis (55). Although we did not detect many sialyl-Lewis related structures by glycomics, which may be due to differences in cell lineage or differentiation, these data suggest that MYC-directed glycosylation may have important implications for tumor cell adhesion beyond immune evasion. In fact, *N*-acetylgalactosamine-α2,6-sialyltransferases including ST6GALNAC5 (99) and ST6GALNAC4 (100) were previously implicated in metastasis. In the latter case, ST6GALNAC4 was found to “cap” short O-glycans, preventing their elongation by other glycosyltransferases, and in doing so, preserve galectin-3 binding to promote lung cancer metastasis (100). We find that the disialyl-T synthesized by ST6GALNAC4 is itself bioactive and a major contributor to malignancy through its interactions with immune cell Siglecs. We determined that disialyl-T conjugated to the glycoprotein CD43 in particular functions as a ligand for Siglec-7, consistent with recent reports (64, 101, 102). In cancers originating from other tissues, for instance melanoma and neuroblastoma, different glycans, such as those in the glycolipids GD2 (103) and GD3 (104), interact with Siglec-7 (105). Future studies will determine whether MYC might regulate other glycosylation machinery in different tissues of origin to more generally control the display of sialoglycans that engage Siglecs.

Immune cell Siglec receptors and their sialoglycan ligands are emerging as targets for immunotherapy (1, 106, 107). An antibody against Siglec-15 is in clinical trials for the treatment of metastatic solid tumors (NCT03665285) (108), anti-Siglec-9 antibodies are in preclinical development (109), and Siglec-10 has been highlighted as a target for macrophage-directed immunotherapy (5). We previously targeted tumor-associated Siglec ligands by their specific degradation using antibody-sialidase conjugates (10, 11), thereby circumventing the challenge of definitively characterizing Siglec ligand synthesis. This work identifies MYC-driven ST6GALNAC4 as a key node in the synthesis of immune-suppressive glycans. MYC upregulation augments *ST6GALNAC4* expression leading to Siglec-directed immune suppression. Our results suggest that therapeutically targeting MYC could be a general approach to block this immune suppression. Further, inhibition of ST6GALNAC4 activity could function as a potent immune therapy, and its product disialyl-T could be a candidate for checkpoint blockade with an antibody or degradation with an antibody-sialidase conjugate. Finally, MYC-driven cancers may be particularly responsive to such therapies.

## Materials and Methods

Please see *SI Appendix*, *SI Materials and Methods* for a more detailed discussion.

### Cell Lines and Cell Culture.

Murine T cell acute lymphoblastic leukemia (T-ALL) cells were derived from tumors originating in EμSRα-*tTA*/tet-O-*MYC*/FVB/N mice (41). Clonal cell populations were created by single-cell sorting for the subsequent generation of knockout and overexpression cell lines. T-ALL cells for transplant experiments into *Siglece^−/−^* mice were derived from EμSRα-*tTA*/tet-O-*MYC*/C57BL/6J mice (this study). Murine T-ALL was cultured in Roswell Park Memorial Institute (RPMI) 1640 (Gibco) with L-glutamine (Thermo Fisher), 10% tetracycline approved fetal bovine serum (FBS) (Takara), 100 IU/mL penicillin, 100 µg/mL streptomycin, and 50 µM 2-mercaptoethanol. *MYC* expression was reduced to intermediate levels by the addition of 20 pg/mL doxycycline to the media (*MYC* Intermed), turned off by the addition of 500 pg/mL doxycycline (*MYC* off), or maintained by PBS mock treatment (*MYC* on) for 48 h unless stated otherwise. Human cell lines were obtained from the American Type Culture Collection or the DSMZ-German Collection of Microorganisms and Cell Cultures GmbH and cultured according to the Collections’ guidelines. Cells were regularly monitored for *Mycoplasma* infection using PCR-based methods. Cells were cultured in a humidified 5% CO_2_ atmosphere at 37 °C.

### Mouse Models, In Vivo imaging, and Cell Isolation.

MYC-addicted cell lines were derived from EμSRα-*tTA*/tet-O-*MYC/FVB/N* (T-ALL) mice and labeled with firefly luciferase as described in the *SI Appendix*. The minimal number of mice in each group was calculated using the “pwr.t.test” function in the R/pwr package. Then, 2 × 10^6^ luciferase-labeled T-ALL cells were injected intravenously or subcutaneously into 6 to 10-wk-old male FVB/N, *Rag1^−/−^*/FVBN, or NOD/*SCID*/*IL2Rγ^–/–^* (NSG) mice. Engraftment and tumor progression were assessed by caliper measurement or visualized and quantified by bioluminescence imaging (BLI) using an in vivo bioluminescence/optical imaging system (Ami HT, Spectral Instruments Imaging). The luminescence signal was assessed 10 min after intraperitoneal injection of a dose of 3 mg D-Luciferin (Promega) dissolved in PBS per mouse. Imaging was performed under general anesthesia with 2% isoflurane. Image analysis was performed using AmiView software (V1.7.06, Spectral Instruments Imaging), and GraphPad Prism (Version 8.4.1) was used for data visualization and statistical analysis. Spleen tissue was homogenized by passing through a 100-µm mesh and using a 19^1/2^G needle. Erythrocytes were depleted using RBC lysis buffer (BD PharmLyse, BD Biosciences), and washed cells were directly utilized for flow cytometry or cryopreserved (*SI Appendix*, Figs. S22 and S23). No blinding was done while executing the animal experiments. Mouse experiments were approved by the Administrative Panel on Laboratory Animal Care (APLAC) at Stanford University and were carried out in accordance with institutional and national guidelines.

### Flow Cytometry.

Glycans and Siglec ligands were quantified via flow cytometry. Cells were washed with FACS buffer [0.5% bovine serum albumin (BSA) in phosphate-buffered saline (PBS)]. Where indicated, the cells were treated with 100 nM *Vibrio cholerae* sialidase for 30 min at 37 °C. Then, 4 μg/mL Siglec-Fc (R&D), or 10 μg/mL biotinylated *Sambucus nigra* agglutinin (SNA), *Maackia amurensis* agglutinin I (MAA I), or *Maackia amurensis* agglutinin II (MAA II) (Vector Laboratories) was precomplexed with either 8 μg/mL AffiniPure Donkey anti-human IgG Alexa Fluor 647 (Jackson ImmunoResearch), AffiniPure Goat anti-mouse IgG Alexa Fluor 647 (Jackson ImmunoResearch), or 2.5 μg/mL streptavidin Alexa Fluor 647 conjugate (Thermo Fisher Scientific) in FACS buffer for 30 min on ice. Cells were resuspended in the precomplexed lectin-fluorophore conjugate solution at 4 × 10^6^ cells/mL and incubated for 30 min on ice. The cells were then washed twice with FACS buffer. Dead cells were labeled using SytoxBlue (Thermo Fisher Scientific) prior to performing flow cytometry on an LSR II (BD Biosciences). For flow cytometry of murine T-ALL, Purified rat anti-mouse CD16/CD32 (Mouse BD Fc Block, clone 2.4G2) was used for Fc receptor blocking. Cells were then stained with Alexa Fluor 488 rat anti-CD11b (clone M1/70), PE rat anti-mouse CD4 (clone GK1.5), APC rat anti-mouse CD8a (clone 53-6.7) (all from BD Biosciences), and propidium iodide (Invitrogen), and analyzed using BD Accuri C6 Plus (BD Biosciences). For flow cytometric immune phenotyping of splenocytes and peripheral blood mononuclear cells, Fc receptors were blocked using Purified Rat Anti-Mouse CD16/CD32 (Mouse BD Fc Block, clone 2.4G2). Zombie Violet (Biolegend, 1/2,000) was used for live–dead cell discrimination. Cells were stained with the following specific antibodies: PerCP/Cy5.5 Rat anti-mouse CD8 (Tonbo Biosciences, 1/200), PerCP Rat anti-mouse I-A/I-E (Biolegend, 1/100), FITC Rat anti-mouse CD45 (BD, 1/100), BV786 Rat anti-mouse CD11b (BD, 1/300), BV711 Rat anti-mouse F4/80 (Biolegend, 1/100), BV650 Rat anti-mouse CD14 (BD, 1/50), BV605 Hamster anti-mouse CD11c (Biolegend, 1/50), BV510 Rat anti-mouse Ly6C (Biolegend, 1/200), BUV805 Rat anti-mouse CD86 (BD, 1/50), BUV661 Hamster anti-mouse CD3 (BD, 1/100), BUV615 Mouse anti-mouse NK1.1 (BD, 1/100), BUV563 Hamster anti-mouse CD69 (BD, 1/100), BUV496 Rat anti-mouse CD4 (BD, 1/100), APC-Cy7 Rat anti-mouse Ly6G (Tonbo Biosciences, 1/100), Alexa700 Rat anti-mouse CD19 (BD, 1/100), APC Rat anti-mouse CD206 (Biolegend, 1/50), and PE-Cy7 Rat anti-mouse Siglec E (Biolegend, 1/100). Prior to intracellular staining with PE-Daz594 Rat anti-mouse IL-10 (Biolegend, 1/50) cells were fixed and permeabilized using Cyto-Fast™ Fix/Perm Buffer Set. Flow cytometry was performed on a FACSymphony (BD Biosciences).

### Glycomics.

Cells were suspended in a buffer containing 8M urea and 50 mM dithiothreitol. The cell suspension was dialyzed against water using 3 kDa molecular weight cutoff dialysis tubing and stored at −80 °C until further use. For N-glycan release, the cells were treated with PNGase F at 37 °C for 16 h. Released N-glycans were then purified with a C18 column, lyophilized, and stored at −20 °C until further use. For O-glycan release by reductive β elimination, the cell suspension was treated with NaBH_4_ in the presence of NaOH. Released O-glycans were desalted using Dowex 50^+^ resin and lyophilized. Lyophilized glycans were permethylated, extracted with dichloromethane, and analyzed by MALDI-TOF-MS. Additional profiling and fragmentation analysis was conducted using nanospray ionization–mass spectrometry (NSI-FTMS/MS). Permethylated glycans were reconstituted in 50% methanol containing 1 mM NaOH and directly infused into a Fusion Tribrid Orbitrap mass spectrometer (Thermo Fisher). Full mass spectra in addition to an automated “TopN” MS/MS program of the top 300 peaks were collected and fragmented with collision-induced fragmentation (CID). Glycan abundance was calculated using MALDI-TOF-MS spectra as the intensity of m/z peaks corresponding to a particular glycan relative to all other glycans in the spectrum.

### Phagocytosis Assay.

Bone marrow was collected from 6- to 30-wk-old FVB/N mice or from 8- to 10-wk-old C57/BL6 or Siglece*^tm1.2Avrk^*/J^−/−^ mice (Jackson Laboratories, Stock No: 032008). Femurs and tibia were isolated, cleaned of debris, and sterilized by rinsing with ethanol. After removing bone epiphyses, 26-gauge needles were used to flush the bones with PBS and isolate marrow. A uniform cell suspension was then made by passing the marrow through a 19-gauge needle. The cells were then pelleted by centrifugation at 300 g for 5 min, resuspended in media comprising 90% FBS and 10% DMSO, and frozen at −80 °C until use. Bone marrow was differentiated into macrophages by plating in complete media (RPMI with 10% FBS and 1% penicillin/streptomycin) with 25 ng/mL M-CSF (Shenandoah Biotechnology). Complete media and M-CSF were replaced on days 3, 5, and 7. Macrophage differentiation was confirmed by high staining for CD11b and F4/80 and intermediate staining for CD11c. The day prior to performing the phagocytosis assay, macrophages were exposed to trypsin for 5 min and lifted with a cell scraper. Then, 15,000 macrophages were plated per well in a 96-well plate and left to settle overnight. Human macrophages were prepared as described in the supplementary methods. The day of the assay, target cells were labeled by incubation with 0.5 μg/mL pHrodo red (Essen Bioscience) for 1 h. Where indicated, 10 μg/mL of anti-CD90.1 antibody clone 19E12 (BioXCell), mouse IgG2a isotype control (BioXCell), anti-Siglec-E clone 8D2 (Antibodies-Online), rat IgG2b isotype control (Antibodies-Online), or 1 μM Siglec-E ligand was added to the cultures. Then, 60,000 target cells were added to each well of a 96-well plate to give a 4:1 target-to-effector cell ratio. Cells were allowed to settle for 10 min at room temperature prior to live cell imaging on an Incucyte S3 (Essen Bioscience). Phagocytosis was quantified as the area under the curve (AUC) of the integrated red intensity in each well, with a threshold set to exclude extracellular fluorescence. The phagocytosis index was computed as the (AUC of the sample)/(AUC of control group).

### MYC Inhibition in Patient Samples.

Sample collection and study protocols were approved by the Stanford Institutional Review Board (IRB). Samples from treatment naive patients were collected with informed consent and banked by the Stanford Division of Hematology. T-ALL cells were purified from peripheral blood or marrow samples by consulting the patient’s clinical flow phenotype and performing FACS using the following antibodies: anti-CD34:PE clone 582 (BD), anti-CD3:PE-Cy7 clone UCHT1 (BD), anti-CD7:APC clone M-T70 (BD), anti-CD10:APC-Cy7 clone HI10a (Biolegend), anti-CD14:PE-Cy5 clone 61D3 (Invitrogen), anti-CD123:PE-Cy5 clone 6H6 (Biolegend), anti-CD19:PE-Cy5 clone HIB19 (BD), and anti-CD11b:PE-Cy5 clone ICRF44 (BD) (*SI Appendix*, Fig. S24). Purified tumor cells were cultured for 48 h over a monolayer of GFP^+^ hTERT-immortalized mesenchymal stem cells in the presence of the MYC inhibitor 10058-F4 (Sigma). For analysis of Siglec ligands, the cells were resorted and stained with Siglec-Fc probes as described above using a polyclonal goat anti-human IgG:Brilliant Violet 421 (Jackson ImmunoResearch) secondary antibody.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (XLSX) Click here for additional data file.

Dataset S02 (XLSX) Click here for additional data file.

Dataset S03 (XLSX) Click here for additional data file.

Dataset S04 (XLSX) Click here for additional data file.

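Dataset S04 gives, for the time course, the paper's FPKM and TPM of each gene in each library and its DESeq2 comparison of each later time with 0 h. The first 1391 rows were read and 51991 further rows were not, so no overlap of gene calls was tested on it. All 1391 rows match a gene of the deposited tables. The TPM of each of the 15 libraries in the paper's table equals the deposited TPM of that library, within a relative tolerance of 0.001, in every row above 0 (425 to 489 rows a library), and in at most 27 rows that of another library. The paper's fold changes are of 0 h over the later time, and their signs were reversed for comparison. Among the 330 rows with a fold change in both, the paper calls 42 at 2 h, 103 at 4 h, 152 at 8 h and 165 at 24 h, and the log2 fold change from edgeR has the same sign in each of them. The median absolute difference between the 2 log2 fold changes was 0.04 at each time.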

Dataset S05 (XLSX) Click here for additional data file.

Dataset S06 (XLSX) Click here for additional data file.

## Data Availability

Raw sequencing datasets are available in the Gene Expression Omnibus at GSE222939 (110). Processed RNA-seq data are available (*SI Appendix*, Tables S1 and S4). Links to download other gene expression datasets analyzed in this study are included in the relevant section of the supplemental methods. All study data are available in the article or *SI Appendix*.

How the deposited data were processed for this re-analysis (not part of the article)

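RNA-seq was measured in mouse T-ALL cells at 0, 2, 4, 8 and 24 h after doxycycline turned the MYC transgene off, with 3 libraries per time point and 15 in all. Samples were grouped by the time in their labels, which the paper's Dataset S04 also lists. For each library the authors deposited a table with raw counts per gene, FPKM and TPM of 53380 features, 53379 of them mouse genes and 1 the human MYC transgene. The submitters' processing notes name cutadapt 1.16, STAR 2.5.4b, featureCounts (version not given) and the build mm10, with no role or setting beside them. The authors' annotation release, the strand setting of their counting and the total behind the authors' FPKM are not given in the sources used here. The deposited FPKM imply 60914280 to 61797422 reads per library, of which the deposited counts are 42.22% to 44.27%. Only the counts entered the tests. The authors' TPM was used as an alternative scale for levels relative to 0 h and to match Dataset S04. Gene positions and names come from GENCODE M21 on GRCm38. Of the mouse gene IDs, 53274 matched it without the version number, 50604 also with it, and 105 did not match.

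Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on the 5 groups (14485 genes), scaled by TMM and fitted with glmQLFit over the 15 libraries with 1 mean per time point and no replicate block. The contrasts were 2, 4, 8 and 24 h against 0 h, 24 h against 4 h, and the 4 time coefficients together, each at a Benjamini-Hochberg adjusted p under 0.01. Values per library and summed values of marker genes are CPM on TMM-scaled totals, and log2 CPM for the gene set tests and the principal components used a pseudocount of 2. The gene lists, 37 lists of pathways, complexes and cell type markers with 838 symbols (822 found), were tested with camera in limma 3.58.1 where at least 5 members were tested, at a preset correlation of 0.01 between genes, adjusted over lists and contrasts, and again with an estimated correlation. No camera call held at an adjusted p under 0.01 with an estimated correlation, so that each is given beside that p. The median library total of 26672358 counts is the depth behind the values, and 3 counts, the most that an observed 0 allows, are 0.111 to 0.116 CPM on the library totals, for counting error only. Replicates of a time point were compared by chi-square over genes, and none of the pairs differed by less than the sampling noise.

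Genes named in the text were drawn from those that a rule covers. These are the genes the paper names for MYC-regulated glycosylation (the MYC transgene, Myc, the sialyltransferases, Spn and the glycogenes labelled in Fig. 1F), and, per contrast, the 10 largest rises and 10 largest falls among protein-coding genes that pass the test, have at least 10 CPM in the higher group and whose libraries do not overlap. They are also, per list and contrast, up to 4 members with the largest change that pass, or any member where the count is 5 or fewer, Cd47, Cd274 and the MYC network genes, and genes that take over 1% of a library. Not every gene that this rule covers is reported here. The rows of Dataset S04 that had been seen hold symbols that start with a digit or are blank, none of them in these lists. The lists, this rule, the tests of genes and lists and the alternatives were chosen before the data were examined. Some tests of technical explanations were chosen later, and the closing section names them.

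On counts simulated for 24 h against 0 h over 14137 genes, the edgeR fit recovered 41 of 67 genes changed by 1.5-fold (61.2%), 63 of 67 changed by 2-fold (94%) and 66 of 66 changed by 4-fold (100%), and called 3 of 13937 unchanged genes. On counts simulated for 4 h against 0 h with no change it called 0 genes. In the 24 h simulation 13937 of 14137 genes were unchanged, whereas 58.8% of the tested genes were called at 24 h in the data. The Benjamini-Hochberg adjustment thus acts differently on them, and the simulated shares are not the power of the tests on the data. No simulation with most genes changed was run. The camera test recovered the 1 simulated list of 20 genes that was shifted.

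The alternatives were size factors by RLE, library totals, upper-quartile factors and TMM without the 20 most abundant genes and the mitochondrial genes in place of TMM, no low-count filter and at least 10 counts in every library, DESeq2 1.42.0, a fit of only the time points compared, an adjusted p under 0.05, a log2 fold change above 1.5 besides the adjusted p (for counts of genes only), the replicate number as a block, and leaving out each library in turn. Levels relative to 0 h were also computed from TPM and from CPM on library totals, and lists also with fry. The libraries of the 48 h experiment and the tumor data sets of the paper were not analysed here, and fold changes at different times were not compared by overlap because they share the 0 h libraries.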

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

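Of the tests of the rise of Cd47, the range over scalings and the fit without 24 h replicate 3 were chosen only after the result was seen.

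St6galnac4 and its downstream neighbor St6galnac6 were both lower at 4 h than at 0 h and higher at 24 h than at 4 h, by a direct test of 24 h against 4 h. Between 4 h and 24 h St6galnac4 went only from 4.99% to 10.6% of its 0 h level, and St6galnac6 from 32.7% to 81.8%. St6galnac4 thus stayed far below its 0 h level. The log2 fold change between these times was 1.08 for St6galnac4 (standard error 0.153, adjusted p = 2.41e-05 from edgeR, 1.26e-11 to 0.00521 over the alternatives) and 1.32 for St6galnac6 (standard error 0.119, adjusted p = 2.09e-07 from edgeR). All 3 libraries at 24 h were above all 3 at 4 h for both genes, while the MYC transgene fell further.

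The paper's discussion names the CD47 and PD-L1 axes and cites earlier work in which MYC controls checkpoint proteins as part of immune evasion. Its text gives no mRNA values for them in this time course. Both mRNAs were higher at 24 h with MYC off than at 0 h, opposite to higher checkpoint expression with MYC on. These values are of mRNA, and the proteins were not measured here. Dataset S04 covers the time course gene by gene, and the part of it read here does not hold these genes. Cd47 rose from 31.4 CPM at 0 h to 104.8 CPM at 24 h, with log2 fold changes of 0.75 at 4 h, 1.11 at 8 h and 1.74 at 24 h (adjusted p from edgeR 2.75e-08, 1.6e-10 and 7.71e-13). At 2 h its log2 fold change was 0.28 (adjusted p = 0.00201 from edgeR), a call lost with no low-count filter and without 0 h replicate 1 or 2 or 2 h replicate 2 or 3 (adjusted p 0.0302, 0.0107, 0.0147, 0.0113 and 0.0125 for Cd47 at 2 h against 0 h, and 6.73e-05 to 0.0302 over the alternatives). Cd274, which encodes PD-L1, was lower than at 0 h at 2 h and higher at 8 h and 24 h. Its log2 fold changes were −0.46 at 2 h, −0.14 at 4 h, 0.41 at 8 h and 0.83 at 24 h (adjusted p from edgeR 0.00508, 0.28, 0.00299 and 3e-06). The call of Cd274 at 2 h against 0 h was lost without 0 h replicate 1 or 3 or 2 h replicate 1 or 3 (adjusted p 0.0137, 0.0314, 0.0315 and 0.0143, and 0.000192 to 0.0315 over the alternatives). That of Cd274 at 8 h against 0 h was lost without 0 h replicate 1 or 2 or any 8 h library (adjusted p 0.0148, 0.0189, 0.0196, 0.0122 and 0.0204, and 0.000237 to 0.0204 over the alternatives).

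The rise of Cd47 at 24 h was weighed against technical explanations. Without 24 h replicate 3 the log2 fold change of Cd47 was 1.71, which argues against that library as the whole cause. Over the scalings run its smallest log2 fold change was 1.70. A scaling moves all genes nearly alike, by a median of 0.28 for library totals, so this test could hardly have undone the rise. All scalings run are relative, and a change in mRNA per cell was not tested. Of 100 genes matched on transcript length, GC content and abundance, 0 rose as much, and their median log2 fold change was 0.00404, which argues against a length or GC trend. Loss of MYC may be behind the rise, and this hypothesis stays open beside an effect of doxycycline or of time in culture, since every later library differs from the 0 h libraries in all of these.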

How the results depend on the processing

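All alternatives were set before the tests were run and none was added later. The MYC transgene and St6galnac4 kept their direction and their side of the adjusted p threshold in each comparison under the 25 alternatives run for single genes (St6galnac4 at 24 h against 4 h between 0.887 and 1.31), as did Spn at 4, 8 and 24 h against 0 h. The threshold on the log2 fold change was applied only to counts of genes, and St6galnac4 at 2 h and at 24 h against 4 h and Spn at each time lie below it. With the replicate number as a block, the counts were 829 for genes higher at 2 h than at 0 h, 1063 for genes lower at 2 h than at 0 h, 2377 for genes higher at 4 h than at 0 h, 2734 for genes lower at 4 h than at 0 h, 3494 for genes higher at 8 h than at 0 h, 3494 for genes lower at 8 h than at 0 h, 4285 for genes higher at 24 h than at 0 h, 3956 for genes lower at 24 h than at 0 h, 3381 for genes higher at 24 h than at 4 h, 3226 for genes lower at 24 h than at 4 h and 10232 for genes changed over the time course. Whether the numbers pair the samples is not settled. Of 30 correlations of same-numbered deviations 3 were over 0.1 (−0.312 to 0.211). Those of 4 h with 8 h were 0.211, 0.0816 and 0.118, and those of 8 h with 24 h −0.23, 0.00164 and −0.312. They were not set beside correlations of differently numbered libraries, so they cannot decide it. With the block the camera calls of the list O-glycosylated surface glycoproteins at 24 h against 0 h and the list glycolysis at 24 h against 0 h were lost (adjusted p 0.0108 and 0.011). Fitting only the time points compared gave 2432 higher and 2794 lower genes at 2 h, 2002 and 1937 at 24 h against 4 h, 2 higher sialyltransferases at 2 h, 0 lower ones at 24 h against 4 h and a log2 fold change of Spn at 24 h against 4 h of 0.185, no longer called. At an adjusted p under 0.05, 1634 genes were higher and 1898 lower at 2 h and 2 sialyltransferases were lower at 24 h against 4 h, by the construction of the threshold. Adding a log2 fold change above 1.5 left 23 higher and 39 lower genes at 2 h, 131 and 477 at 4 h, 581 and 738 at 8 h, 1260 and 943 at 24 h and 880 and 493 at 24 h against 4 h. DESeq2 called 1893 genes lower at 2 h. With library totals 5480 genes were higher and 2024 lower at 24 h against 4 h, 5 sialyltransferases were higher at 24 h and 0 lower at 24 h against 4 h, and the log2 fold change of Spn at 2 h was 0.0173, reversed, as with upper-quartile factors (0.00799). With no low-count filter Spn at 24 h against 4 h was at 0.159 and not called. Leaving out 1 library at a time gave 603 to 1744 genes higher and 774 to 2167 lower at 2 h, 1698 to 3882 higher at 4 h, 1 to 2 sialyltransferases higher at 2 h (2 without 24 h replicate 3) and 1 to 2 lower at 24 h against 4 h (2 without 24 h replicate 2), and Spn at 24 h against 4 h from 0.154 to 0.239, with the call lost without any library but 24 h replicate 3. The largest counts at 2 h came without 24 h replicate 3, and counts over 1.5 times lower came without a 0 h library or 2 h replicate 2 (higher genes, 603 to 630) and without 2 h replicate 2 or 3 (lower genes, 824 and 774), and at 4 h without 4 h replicate 2 or 3 (higher genes, 1706 and 1698). By TPM the MYC transgene was at 0.209% and St6galnac4 at 13.6% of 0 h at 24 h, and Spn at 122.7%, 149.9% and 183% at 4, 8 and 24 h. By CPM on library totals the MYC transgene was at 0.197% at 24 h, St6galnac4 at 8.19% and 12.8% at 8 and 24 h, and Spn at 101%, 129.5%, 158% and 174% at 2, 4, 8 and 24 h. The following sialyltransferases, not called in any of the settings at these times, changed sign. St3gal2 at 8 h against 0 h was −0.0275 with RLE, −0.0131 with no filter, −0.0324 in DESeq2, −0.0173 in the fit of 2 time points and from −0.108 to 0.0372 in the fits without 1 library (−0.108 to −0.0121 where reversed). St3gal3 at 8 h against 0 h was 0.0105 with upper-quartile factors, St6gal1 at 4 h against 0 h −0.0167 without 4 h replicate 2 (up to 0.135 without another library) and St6galnac3 at 4 h against 0 h −0.0812 without 4 h replicate 1 (up to 0.224), and the list of the unfolded protein response at 8 h had a reversed direction with fry (adjusted p = 0.00131). Except where an alternative changes the threshold, the number of samples or the genes tested, the cause was not tested. Mnt at 24 h against 0 h, not called, was at 0.105 with library totals, reversed. Over all alternatives, the values of the main results were the same in direction and side of the threshold, or within 1.5 times or 1 SD, in 867 cases, moved in 48, lost their call in 16 and were reversed in 2. For the other named genes 2900 were the same, 51 lost and 31 gained a call and 15 were reversed, and for the lists 2811 were the same, 77 lost and 56 gained a call and 1 was reversed. Each camera call was lost with an estimated correlation, and with other settings those of O-glycosylated surface glycoproteins, glycolysis and the immediate-early and NF-kB response at 24 h, and of housekeeping controls and lymphocyte egress and homing at 24 h against 4 h. Changes of 1.5-fold or less can be missed. The 61.2% called in the simulation is not the power of these tests, as few simulated genes were changed.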

Other observations

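Of the tests reported in this part, those of length and GC content and of another time point for 24 h replicate 3, the exchange of its replicates, and those of that library and of library totals for the ribosomal protein genes were chosen only after the result was seen.

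Genes of ribosome biogenesis were lower than at 0 h at each later time. Of 70 genes of ribosome biogenesis, 59 were lower at 2 h, 66 at 4 h, 68 at 8 h and 68 at 24 h than at 0 h by edgeR (64, 67, 68 and 68 adjusted over the list alone), and 1 was higher, at 24 h. By camera the list was lower at each time (adjusted p 7.54e-37, 1.69e-40, 6.94e-37 and 1.21e-31, and adjusted p 0.0165, 0.0165, 0.0165 and 0.0178 with an estimated correlation). Polr1b, a subunit of RNA polymerase I, and Gnl3, which encodes nucleostemin, had log2 fold changes of −4.22 and −4.11 at 4 h (adjusted p from edgeR 2.8e-12 and 9.55e-14). Of 29 translation factors and tRNA synthetases 28 were lower at 24 h, and of 32 genes of polyamine and nucleotide synthesis 27 were lower and 2 higher, with the same counts adjusted over the list alone (camera adjusted p 2.12e-13 and 1.43e-11, and adjusted p 0.036 and 0.13 with an estimated correlation). Of 32 genes of the mitochondrial ribosome and mitochondrial translation 31 were lower at 24 h, also adjusted over the list alone (camera adjusted p = 1.49e-12, and adjusted p = 0.142 with an estimated correlation). Genes of glycolysis went both ways. Of 20, 6 were higher and 1 lower at 2 h, 0 higher and 9 lower at 4 h, 2 higher and 13 lower at 8 h, 3 higher and 13 lower at 24 h, and 7 higher and 9 lower at 24 h against 4 h (4 and 15 at 24 h, 7 and 10 at 24 h against 4 h, and the same counts at the other times, adjusted over the list alone), with 0 higher at 4 h also in DESeq2 and at an unadjusted p under 0.05 from edgeR. As a list they were not called at 2 h (camera adjusted p = 0.0369) and were lower at 4, 8 and 24 h (camera adjusted p 0.000443, 0.00086 and 0.00936, and adjusted p 0.155, 0.177 and 0.262 with an estimated correlation), and not called at 24 h against 4 h (camera adjusted p = 0.592). The camera call of the list glycolysis at 24 h against 0 h was lost with the replicate block and without 0 h replicate 1, 4 h replicate 1 or 3 or 24 h replicate 1 (adjusted p 0.011, 0.0103, 0.0112, 0.0122 and 0.0116). Over the alternatives its adjusted p ran from 6.54e-08, which came from fry, a different test from camera, to 0.262. Hk2, a hexokinase, had a log2 fold change of −3.82 at 4 h and rose by 24 h, with a log2 fold change of 3.31 against 4 h (adjusted p from edgeR 5.95e-10 and 5.06e-09). Genes of cholesterol synthesis were higher at 2 h, 13 of 22 (14 adjusted over the list alone; camera adjusted p = 2.81e-10, and adjusted p = 0.0594 with an estimated correlation), with a log2 fold change of 1.18 for Msmo1, a sterol C4-methyl oxidase (adjusted p = 8.19e-06 from edgeR). They then went both ways, with 6 higher and 4 lower at 4 h, 6 and 5 at 8 h and 3 and 5 at 24 h, also adjusted over the list alone (camera adjusted p 0.268, 0.946 and 0.976). Of 79 cytosolic ribosomal protein genes, 0 were called by edgeR or DESeq2 at 2 h or 4 h against 0 h (at an unadjusted p under 0.05 from edgeR 0 at 2 h, and 12 higher and 1 lower at 4 h). At 8 h 0 were higher and 2 lower by edgeR (11 and 3 at an unadjusted p under 0.05, 1 and 2 by DESeq2, and 0 and 0 adjusted over the list alone), and at 24 h 0 were higher and 77 lower by edgeR, also adjusted over the list alone (0 and 78 at an unadjusted p under 0.05 and by DESeq2). Rps2 was lower at 8 h, with a log2 fold change of −0.42 (adjusted p = 0.00141 from edgeR), a call lost with upper-quartile factors (adjusted p from 1.13e-07 to 0.0286 over the alternatives). The median log2 fold change of these genes against 0 h was −0.02 at 2 h, 0.20 at 4 h, 0.13 at 8 h and −1.37 at 24 h (camera adjusted p 0.691, 0.0312, 0.331 and 5.85e-18, and adjusted p = 0.354 at 24 h with an estimated correlation). The list cytosolic ribosomal proteins at 4 h against 0 h was called, in the upward direction, without 24 h replicate 3 (adjusted p = 0.000145, and 0.000145 to 0.831 over the alternatives).

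Genes of T cell identity and of antigen presentation were higher at 24 h than at 0 h. Of 29 genes of T cell receptor signaling and T cell identity, 4 were higher and 6 lower at 2 h, 10 and 4 at 4 h, 24 were higher at 8 h and 25 at 24 h, with 11 and 4 at 4 h and the same counts at the other times adjusted over the list alone. The list was not called at 4 h (camera adjusted p = 0.0606) and was higher at 8 h and 24 h (camera adjusted p 2.68e-08 and 1.03e-09 at 8 and 24 h, and adjusted p 0.0184 and 0.0178 with an estimated correlation). At 24 h the log2 fold changes were 4.81 for Cd6, 3.89 for Cd5 and 3.05 for Trac (adjusted p from edgeR 3.29e-14, 1.8e-13 and 2.35e-14). Of 20 genes of MHC class I and antigen presentation 14 were higher and 1 lower at 24 h, and of 22 interferon-stimulated genes 17 were higher and 2 lower (14 and 1, and 17 and 3, adjusted over the list alone). At 4 h these counts were 6 and 2, and 8 and 2 (7 and 2, and 8 and 2, adjusted over the list alone), with camera adjusted p of 0.205 and 0.0129. The list interferon-stimulated genes at 4 h against 0 h was called by camera without 0 h replicate 3 or 4 h replicate 2 (adjusted p 0.00852 and 0.00685). Over the alternatives its adjusted p ran from 1.74e-07, which came from fry, a different test from camera, to 0.11. At 8 h the counts of the 2 lists were 14 and 2, and 14 and 3 (15 and 2, and 14 and 3, adjusted over the list alone). Their camera adjusted p at 8 h were 0.00587 and 0.000922, and 0.0949 and 0.0482 with an estimated correlation. At 24 h their camera adjusted p were 0.00229 and 0.000118, and adjusted p 0.0732 and 0.031 with an estimated correlation. Tapbp, the tapasin gene, had a log2 fold change of 1.59 and Ddx58, which encodes RIG-I, one of 2.71 (adjusted p from edgeR 6.33e-09 and 4.58e-10). Of 10 O-glycosylated surface glycoproteins 8 were higher at 24 h than at 4 h, also adjusted over the list alone (camera adjusted p = 0.000172, and adjusted p = 0.0191 with an estimated correlation). Against 0 h 7 were higher and 1 lower at 24 h, also adjusted over the list alone (camera adjusted p = 0.00936, and adjusted p = 0.0732 with an estimated correlation). At 2 h 0 were higher and 3 lower, at 4 h 4 and 3 and at 8 h 7 and 2, also adjusted over the list alone. The list was not called at 2, 4 or 8 h (camera adjusted p 0.087, 0.946 and 0.0239). The camera call of the list O-glycosylated surface glycoproteins at 24 h against 0 h was lost with library totals, with the replicate block, and without 0 h replicate 1 or any 1 library of 2, 4 or 8 h (adjusted p 0.0105 to 0.0124 without 1 of these libraries). Over the alternatives its adjusted p ran from 2.42e-12, which came from fry, a different test from camera, to 0.0732. By camera the lists of cell cycle inhibitors and of mitosis genes were both higher than at 0 h at each later time. Of 24 mitosis genes, 17 were higher at 4 h and 15 at 8 h, with 0 lower (17 and 16 higher adjusted over the list alone). The camera adjusted p of this list were 1.75e-06 and 0.00138, and 0.0482 and 0.142 with an estimated correlation. Of 24 mitosis genes 14 were higher at 2 h (17 adjusted over the list alone) and 15 higher and 1 lower at 24 h, also adjusted over the list alone (camera adjusted p 7.86e-10 and 0.00144, and adjusted p 0.0184 and 0.142 with an estimated correlation), while at 24 h against 4 h 4 were higher and 6 lower (3 and 6 adjusted over the list alone; camera adjusted p = 0.691). Of 25 inhibitors 11 were higher at 2 h and 19 higher and 1 lower at 24 h, also adjusted over the list alone (camera adjusted p 3.63e-06 and 2.7e-06, and adjusted p 0.0184 at both with an estimated correlation). At 4 h and at 8 h 17 inhibitors were higher and 0 lower (1 lower at 8 h adjusted over the list alone). Their camera adjusted p at these times were 1.75e-06 and 4.19e-06, and 0.0184 at both with an estimated correlation. At 24 h Ccng2, which encodes cyclin G2, had a log2 fold change of 2.86 and Mki67, a proliferation marker, one of 1.71 (adjusted p from edgeR 2.27e-11 and 2.91e-06).

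Some markers of other cell types moved in the same direction as these groups. The summed CPM of 12 NK cell markers went from 5.66 to 6.71 at 0 h to 62.8 to 104 at 24 h, mostly from Gzma (log2 fold change 4.06, adjusted p = 1.98e-10 from edgeR), which cytotoxic T cells also express. Of the 4 NK cell markers tested, 3 were higher and 0 lower at 24 h by edgeR (4 higher adjusted over the list alone), with a median log2 fold change of 2.95. The summed CPM of 15 macrophage markers went from 14.05 to 16.4 at 0 h to 31.2 to 36.55 at 24 h, where most of it was Itgam (log2 fold change 3.00, adjusted p = 2.59e-11 from edgeR). The list of macrophage markers was not called by camera at 24 h (adjusted p = 0.3). Markers of fibroblasts and stroma, 13 genes of which 4 were tested, summed to 1719 to 1787 CPM at 0 h, 1314 to 1332 at 2 h, 1778 to 1850 at 4 h, 2352 to 2537 at 8 h and 2902 to 3090 at 24 h, with 1 higher and 1 lower at 2 h, 1 and 0 at 4 h and 3 and 0 at 8 h and at 24 h by edgeR, also adjusted over the list alone and by DESeq2 (2 and 0, 4 and 0, and 3 and 0 at an unadjusted p under 0.05 from edgeR at 4, 8 and 24 h). Most of this sum is Thy1, which T cells also express, with a log2 fold change of 0.75 at 24 h, and Vim, which encodes vimentin, had one of 1.04 (adjusted p from edgeR 2.29e-08 and 3.19e-10). B cell markers, 13 genes of which 3 were tested, summed to 77.9 to 84.0 CPM at 0 h, 100.4 to 111 at 2 h, 106 to 118 at 4 h, 143 to 147 at 8 h and 82.5 to 92.3 at 24 h, mostly from Ighm. Its log2 fold change was 0.83 at 8 h and −0.36 at 24 h against 4 h (adjusted p from edgeR 1.97e-08 and 0.000186), the latter lost with library totals and in the fit of only these times (adjusted p from 5.94e-08 to 0.118 over the alternatives). The 11 granulocyte markers summed to 0.267 CPM or less in each library, and the 9 erythroid markers found in the tables to 0.396 to 0.468 CPM at 0 h and 0.507 to 0.807 CPM at 24 h. Eef1a1 took 1.59% ± 0.077 of the counts at 0 h and 0.589% ± 0.131 at 24 h (SD, n = 3).

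The paper's claims on the glycogenes of Fig. 1F and on sialic acid metabolism rest on the 48 h experiment, from which the list of glycogenes was taken, not on these samples. Of the 6 glycogenes that are higher with MYC on in Fig. 1F, 5 passed edgeR's low-count filter. Of these 1 was lower at 2 h and all 5 were lower at 4, 8 and 24 h, also adjusted over the list alone (camera adjusted p at 4, 8 and 24 h 0.000156, 0.000575 and 0.00216, and adjusted p 0.0767, 0.0991 and 0.137 with an estimated correlation). Besides St6galnac4, the log2 fold changes at 24 h were −3.07 for Xxylt1, −1.96 for B4galt2, −1.77 for Mgat4b and −0.66 for Chsy1 (adjusted p from edgeR 8.36e-11, 9.33e-10, 3.56e-08 and 0.000198), of which Chsy1 was not called with library totals (adjusted p from 4.06e-07 to 0.0157 over the alternatives). Galnt6 and Galnt10, which are lower with MYC on in Fig. 1F, had log2 fold changes of 1.89 and 1.40 at 24 h (adjusted p from edgeR 0.00048 and 0.00367) at 0.105 and 0.342 CPM at 0 h. Galnt6 was not called with no low-count filter or in DESeq2 (adjusted p from 0.000125 to 0.0128 over the alternatives), and Galnt10 at 24 h against 0 h was not called without 0 h replicate 1 or 2 or 24 h replicate 2 (adjusted p 0.0214, 0.0171 and 0.0174, and from 0.000878 to 0.0214 over the alternatives). Fut4, the other gene of the 6, had 10, 6 and 4 counts in the 0 h libraries (0.262 CPM), 1, 0 and 1 at 2 h, 1, 0 and 0 at 8 h and 0 in each library at 4 h and 24 h, and did not pass that filter. Without the filter it was lower at 4, 8 and 24 h by edgeR (adjusted p 0.00181, 0.00687 and 0.000603) and not called at 2 h (adjusted p = 0.0547), and DESeq2, run without it, called it lower at 24 h (adjusted p = 0.00286) and gave it no adjusted p at the other times against 0 h. Of 17 genes of sialic acid synthesis, recycling, degradation or modification 15 were tested, and 1 was higher and 2 lower at 2 h, 5 and 2 at 4 h, 7 and 3 at 8 h and 5 and 3 at 24 h (8 and 3 at 8 h, and the same counts at the other times, adjusted over the list alone; camera adjusted p 0.699, 0.437, 0.138 and 0.872). Gne, the first enzyme of sialic acid synthesis, had a log2 fold change of −1.17 at 24 h, Nagk, an N-acetylglucosamine kinase, one of 1.40 and Neu1, a lysosomal sialidase, one of −0.70 (adjusted p from edgeR 1.61e-06, 1.02e-07 and 1.18e-07). Of the MYC network, Max, the dimerization partner of MYC, had log2 fold changes of −0.68, −1.17, −1.18 and −0.996 at 2, 4, 8 and 24 h (adjusted p from edgeR 8.03e-07, 2.24e-10, 1e-10 and 5.07e-10). Those of Mnt were −1.02, −2.06, −1.45 and −0.18 (adjusted p from edgeR 0.000272, 8.32e-08, 1.63e-06 and 0.332), and between 4 h and 24 h it rose, with a log2 fold change of 1.88 (adjusted p = 2.38e-07 from edgeR). Mnt at 24 h against 0 h was called without 24 h replicate 3 (log2 fold change −0.46, adjusted p = 0.000158, and 0.000158 to 0.875 over the alternatives) and had the opposite sign with library totals. Mxd3 had log2 fold changes of 0.20, 0.68, 0.72 and 1.30 (adjusted p from edgeR 0.169, 4.28e-05, 1.57e-05 and 1.58e-08), and at 2 h against 0 h it was called without 24 h replicate 3 (adjusted p = 0.00527, and 0.000526 to 0.412 over the alternatives). Of the 11 genes tested, 1 was higher and 2 lower at 2 h, 2 and 5 at 4 h, 4 and 5 at 8 h and 2 and 3 at 24 h (3 and 5 at 4 h, 4 and 6 at 8 h, and the same counts at the other times, adjusted over the list alone), and the list was not called (camera adjusted p 0.231, 0.251, 0.458 and 0.896).

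Lists of glycan synthesis and of checkpoint ligands were not called by camera at 24 h against 0 h. Of the genes tested, 5 of 10 of mucin-type O-glycan core synthesis were higher and 2 lower (adjusted p = 0.56), 2 of 17 of N-glycan branching were higher and 6 lower (adjusted p = 0.197) and 5 of 10 phagocytosis and checkpoint ligands were higher and 1 lower (adjusted p = 0.0974), with the same counts adjusted over the list alone. Among the ligands, Vsir, which encodes VISTA, had a log2 fold change of 2.55 and Cd200 one of 1.62 (adjusted p from edgeR 1.29e-09 and 2.78e-10).

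Cytosolic ribosomal protein genes fell between 4 h and 24 h. All 79 were lower at 24 h than at 4 h by edgeR, also adjusted over the list alone, with a median log2 fold change of −1.55 (camera adjusted p = 4.89e-29, and adjusted p = 0.231 with an estimated correlation). Without 24 h replicate 3 the median was −1.37, which argues against that library as the whole cause. With library totals it was −1.32. This scaling moves all genes nearly alike, by a median of 0.23, so the test could hardly have undone the fall. Both scalings are relative, and a change in mRNA per cell was not tested. Genes matched on length, GC content and abundance had a median of −0.354, which argues against a length or GC trend as far as the matching reaches (median transcript length 1591 against 1059, log2 CPM 8.77 against 10.1). No biological explanation was tested, and this design cannot separate loss of MYC from doxycycline and time in culture.

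24 h replicate 3 stood apart from the other 24 h libraries. Transcript length, GC content and exon number explained 22.9% of the variance of its deviation over genes, which argues against them as the whole cause. The other time points that lay nearer to it than the other 24 h libraries numbered 0 (root mean square distance 0.522 to these and 0.907 to 8 h), which argues against a library of another sampled time. Its difference from replicate 1 correlated over genes with the change from 8 h to replicate 2 at a Pearson r of 0.303, barely above the bound of 0.3 set for a later stage of the time course, and at 0.326 with replicates 1 and 2 exchanged, over genes that are not independent. A later stage may thus account for part of its distance, and a difference in culture or library preparation stays open, as the labels give no batch.

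Fitted on the 6 libraries of each comparison alone, 5226 genes were called at 2 h, 7034 at 4 h, 8643 at 8 h, 6495 at 24 h and 3939 at 24 h against 4 h. In each, 1 of the 10 splits into groups of 3, the real one, gave as many, and the highest of the others was 0 genes, but 10 splits are too few for a share under 0.05. Of 100 groupings of the 15 libraries into 5 groups of 3, the real one included, 1 called as many as the 10755 genes changed over the time course, and the highest other called 2349, so chance in the grouping of these libraries can be excluded for that result. Chance differences between cultures cannot be excluded by it, since the libraries of a time point may not be separate cultures.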
